# Altered thymic differentiation and modulation of arthritis by invariant NKT cells expressing mutant ZAP70

**DOI:** 10.1038/s41467-018-05095-7

**Published:** 2018-07-06

**Authors:** Meng Zhao, Mattias N. D. Svensson, Koen Venken, Ashu Chawla, Shu Liang, Isaac Engel, Piotr Mydel, Jeremy Day, Dirk Elewaut, Nunzio Bottini, Mitchell Kronenberg

## Abstract

Various subsets of invariant natural killer T (iNKT) cells with different cytokine productions develop in the mouse thymus, but the factors driving their differentiation remain unclear. Here we show that hypomorphic alleles of Zap70 or chemical inhibition of Zap70 catalysis leads to an increase of IFN-γ-producing iNKT cells (NKT1 cells), suggesting that NKT1 cells may require a lower TCR signal threshold. Zap70 mutant mice develop IL-17-dependent arthritis. In a mouse experimental arthritis model, NKT17 cells are increased as the disease progresses, while NKT1 numbers negatively correlates with disease severity, with this protective effect of NKT1 linked to their IFN-γ expression. NKT1 cells are also present in the synovial fluid of arthritis patients. Our data therefore suggest that TCR signal strength during thymic differentiation may influence not only IFN-γ production, but also the protective function of iNKT cells in arthritis.

## Abstract (web summary)

Invariant natural killer T (iNKT) cells can be subsetted based on their cytokine productions. Here the authors show, using *Zap70* mutant mice, that interferon-γ secreting (IFN-γ) iNKT cells may be induced by hampered T cell receptor signallings to help ameliorate interleukin-17-mediated joint inflammation.

## Introduction

Invariant natural killer T cells (iNKT cells) are a population that expresses an invariant TCR α chain, encoded by a *Trav11*-*Traj18* rearrangement in mice. They also express a limited set of *Trbv* genes, although unlike for the α chain, there is substantial CDR3β diversity as a result of gene rearrangement. iNKT cells recognize glycolipid antigens from microbial, environmental and even autologous sources when presented by CD1d, a non-polymorphic class I-like antigen presenting molecule^1^. Their rearranged α chain is conserved in a number of mammalian species, including humans, as is the specificity of iNKT cells^2^, suggesting they have an important function. An unusual property of iNKT cells is their innate-like responses, typified by the rapid secretion of large amounts of cytokines after TCR stimulation^3^. They also can respond rapidly when exposed to certain cytokines, similar to NK cells and other ILC populations. For example, the combination of IL-12 and IL-18 will stimulate IFN-γ synthesis by iNKT cells^4,5^.

iNKT cells have been reported to influence many types of immune responses, including chronic inflammatory conditions and autoimmunity^6^. A puzzling feature, however, is that in some cases iNKT cells stimulate immunity and inflammation and have a detrimental influence, while in other situations they can be anti-inflammatory and beneficial. Considering rheumatoid arthritis (RA) models induced by immunization, for example collagen-induced arthritis (CIA), or induction by serum transfer, in most studies iNKT cells had a disease promoting effect. Therefore, mice without iNKT cells were better off in several studies, although this was not true in some other reports^7^. Their role in patients is unproven, but iNKT cells consistently are decreased in the peripheral blood of those with RA^6^.

One possible contributor to the divergent effects of iNKT cells is that there could be a selective differentiation in the thymus or selective expansion or peripheral activation of functional subsets of these cells. Subsets of iNKT cells include NKT1, NKT2, and NKT17 cells, analogous to CD4^+^ T_H_1, T_H_2, and T_H_17 cells, respectively^8^. An important difference with CD4^+^ T lymphocytes, however, is that these functional subsets differentiate in the thymus. The mechanism is unknown that causes iNKT cells, with their limited TCR diversity and highly similar specificities, to differentiate in the thymus to specialized effector populations with highly different transcriptomes.

To investigate the possible influence of TCR strength in the differentiation of a polyclonal iNKT cell population, we analyze two strains of mice in which the function of the ζ-chain-associated protein kinase 70 (ZAP70) is reduced. ZAP70 is a tyrosine kinase that phosphorylates the linker of activated T cells (LAT) and the SH2 domain-containing leukocyte protein of 76 kDa (SLP-76), and therefore has an important role in early TCR signaling events. One of the strains we analyze is the SKG mouse, which has a spontaneous mutation in an SH2 domain of ZAP70 that generates a hypomorphic allele. SKG mice have altered thymic selection leading to the generation of arthritogenic Th17 cells^9,10^. The other strain (ZAP70AS) has an analog-sensitive(AS) allele of ZAP70^11^.

In analyzing these mice, we demonstrate that ZAP70 influences not only the number of iNKT cells, but also affects the proportions of iNKT cell subsets and the way in which they function. Furthermore, using the SKG mice, we demonstrate that iNKT cells are capable of localizing to synovial tissue and preventing severe arthritis, in part through production of IFN-γ. Therefore, understanding the role of different iNKT cell subsets could help design new therapeutic interventions for rheumatoid arthritis patients.

## Results

### TCR signaling genes differ in iNKT cell subsets

The different patterns of iNKT cell cytokine secretion could be critical for understanding the diverse functions that have been attributed to these cells. In order to understand how functional subsets of iNKT cells arise, we evaluated the transcription programs in subsets of thymus iNKT cells^12^. Because TCR avidity plays an important role in the development of CD4 and CD8 cell populations, as well as agonist selected iNKT cells, we analyzed if the expression of genes related to the TCR signaling pathway differed among iNKT cell subsets. A Gene Set Enrichment Analysis (GSEA) of the RNA-seq results revealed that TCR signaling genes were significantly enriched in NKT1 thymocytes compared to NKT2 cells or NKT17 (Fig. 1a; Supplementary Fig. 1a), and were significantly enriched in NKT17 compared to NKT2 cells (Supplementary Fig. 1a). These data indicate that iNKT cell subsets activated different transcriptional programs for genes in the TCR signaling pathway after their generation in the thymus. We also observed the highest TCRβ staining as well as antigen-loaded CD1d tetramer staining in NKT2 cells, intermediate in NKT17 and lowest in NKT1 (Supplementary Fig. 1b), consistent with a previous publication^13^. We grouped the differentially expressed (DE) genes (adjusted *p*  < = 0.1, fold change > = 1.5) according to relative expression levels in the subsets (Fig. 1b; Supplementary Fig. 1c). Several genes in the NF-κB pathway, including *Rela*, *Bcl10*, *Malt1* and inhibitors *Nfkbib* and *Cblb* were among the NKT1 enriched genes (Fig. 1b). This was consistent with the selective defect in CD44^hi^NK1.1^+^ (stage 3) iNKT cells, which are mostly NKT1 cells, in IκBα^tg^^14^ and PKCθKO^15^ mouse strains that both have impaired NF-κB signaling. It has been shown that PLZF was induced during thymic development by Egr2 downstream of NFAT signaling^16^. Expression of *Egr2* and *Nfatc1* was highest in NKT2 cells. *Egr1* and *Nfatc3* were preferentially expressed in NKT17 cells, but also higher in NKT2 compared to NKT1 cells. Several activation markers typically associated with a strong interaction of TCR and cognate antigens, such as *Icos*^17^ and *Pdcd1*^18^ were also more highly expressed in NKT2 and NKT17 cells, or selectively in NKT2, such as *Cd5*^19^. Conversely, negative regulators for TCR signaling, including, *Ptpn22*^20^, *Pag1*^21^, *Ptpn6*^22^, *Ptprc*^23^, *Lat2*^24^, and *Ubash3a*^25,26^ were more highly expressed in NKT1 cells (Fig. 1b). These results suggest that unique gene signatures in iNKT cell subsets were induced during development. Based on this, we hypothesized that the development or maintenance of NKT1 cells required a lower strength of TCR signals.

**Fig. 1:**
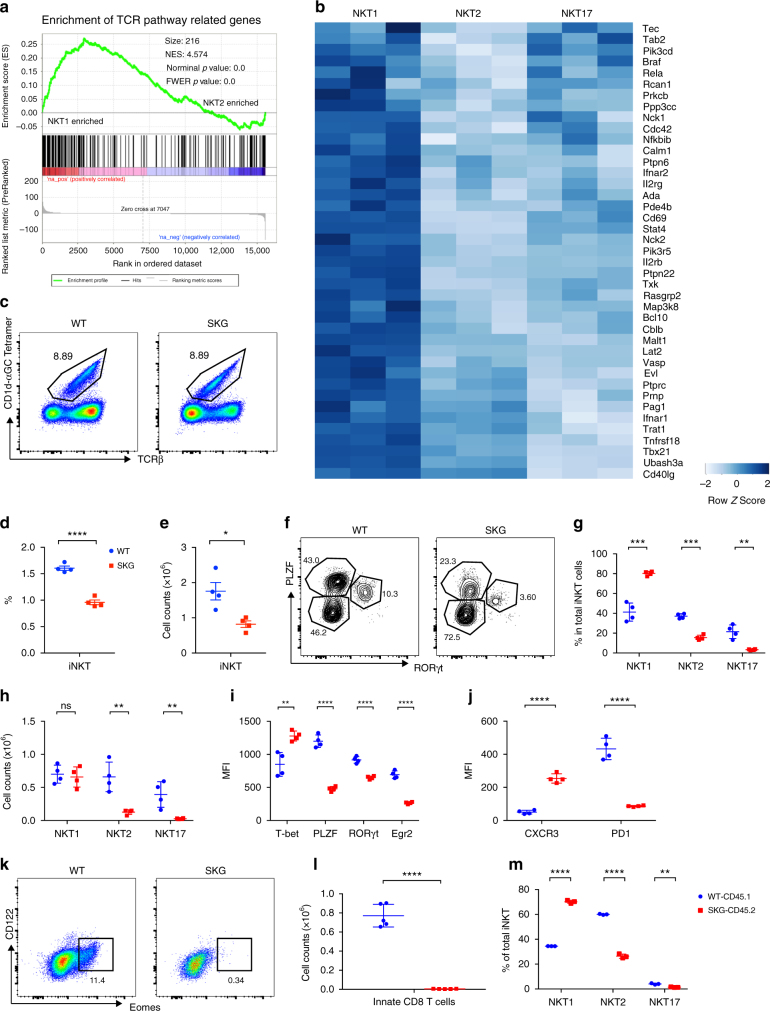
iNKT cells are skewed to NKT1 phenotype in SKG ZAP70 mutant mice. **a** Gene set enrichment analysis of 216 TCR signaling pathway-related genes comparing the transcriptomes of thymic NKT1 and NKT2 cells from BALB/c mice. **b** Differentially expressed TCR pathway genes enriched in NKT1 cells from triplicate RNA-seq runs are shown in a heatmap. **c**–**e** Decreased thymic iNKT cells in SKG mice. **c** Representative staining of iNKT cells gated as TCRβ^int^, CD1d-αGC tetramer^+^ cells in live, CD8-negative thymocytes from WT and SKG mice. **d** Percentages and **e** absolute numbers of thymic iNKT cells in the WT and SKG mice. **f** iNKT cell subsets were gated as PLZF^lo^ RORγt^*−*^ (NKT1), PLZF^hi^ RORγt^*−*^ (NKT2), and PLZF^int^RORγt^+^ (NKT17). **g** Percentages in total iNKT cells and **h** absolute numbers of the iNKT cell subsets in WT and SKG mice. **i**, **j** Expression of the indicated transcription factors and surface markers CXCR3 (NKT1 marker) and PD-1 (NKT2) marker in total WT or SKG iNKT cells. **k** Innate-like CD8 T cells, gated as Eomes^+^ CD122^+^ in CD8^+^CD3ε^hi^ thymocytes. **l** Absolute numbers of innate-like CD8 T cells in WT and SKG mice. **m** Thymic iNKT cell subsets from mixed bone marrow chimera mice. Percentages of iNKT subsets from either WT (CD45.1) or SKG (CD45.2) donors were plotted. **c**–**m** Data are representative from one of at least three independent experiments. Graphs represent mean ± SD with symbols representing individual mice. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; n.s. not significant (unpaired two-tailed Student’s *t* test)

### Reduced iNKT cells in ZAP70 mutant mice

To test the signal strength hypothesis further, we analyzed SKG mice, which harbor a spontaneous point mutation in the *Zap70* gene that results in reduced TCR signals, defective thymic selection of autoimmune T cells and eventual development of inflammatory arthritis dependent on IL-17 secretion^9^. The percentages of iNKT cells in CD8^*−*^ thymocytes in SKG and WT BALB/c control mice were comparable (Fig. 1c), but in agreement with a previous report^9^, there was decreased positive selection of CD4 and CD8 T cells in these mice. Therefore, the percentage of iNKT cells in total live thymocytes and the number of iNKT cells in SKG thymus were significantly lower (Fig. 1d, e).

We carried out several experiments to determine the cause of the reduced iNKT cell frequency. The expression of CD1d by SKG DP thymocytes, the cell type that positively selects iNKT cells, was not reduced (Supplementary Fig. 1d), suggesting the decrease could be cell intrinsic. Mutations that affect the survival time of DP thymocytes can cause a cell-intrinsic decrease in iNKT cells, due to the decreased formation of the iNKT cell TCR α chain^27,28^. This is because the *Trav11* and *Traj18* gene segments in the α locus are in distal locations and their joining in DP cells usually requires the secondary TCR α locus rearrangements dependent on normal DP survival. The average number of DP cells in 8-week-old mice, however, was comparable in WT and SKG strains (Supplementary Fig. 1e). Furthermore, the rate of incorporation of BrdU into the newly synthesized DNA of DP thymocytes was similar comparing SKG and WT mice (Supplementary Fig. 1f). Using AnnexinV (AnV) staining to measure apoptotic cells, there were decreased AnV^+^ cells in SKG mice (Supplementary Fig. 1g), implying that DP cells may survive even longer than in WT mice.

To determine if TCR α locus rearrangements were skewed away from distal gene segments, we examined the *Traj* usage of *Trav11* rearrangements in CD69^*−*^, CD5^*−*^ pre-selection DP thymocytes by sequence analysis. 

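The *Traj* usage was measured in 6 libraries, 1 for each of 3 *Trav* amplicons (*Trav19*, *Trav9* and *Trav11*) in each of 2 genotypes, WT BALB/c mice and SKG mice. Pre-selection DP thymocytes are CD4 and CD8 double-positive cells that carry neither CD69 nor CD5 and have not yet received a positive selection signal. RNA from these cells was converted to cDNA according to the paper's methods, while the labels of the libraries name genomic DNA, and the paper's description is followed here. Each amplicon ran from a primer in the *Trav* segment to a primer in the constant region, so that every sequence held the *Trav*, the *Traj* and their junction. The authors processed the read pairs with MiXCR to obtain clonal sequences, trimmed the primers and removed exact duplicates. They assigned the V and J genes with IMGT/HighV-QUEST. The deposited lists give, for each remaining sequence, an identifier, its functionality class, its V assignment and its J assignment. Nucleotide sequences, junctions and read counts were not analysed here, so each distinct sequence was counted once. The lists held 426678 sequences for WT *Trav19*, 397079 for SKG *Trav19*, 1587280 for WT *Trav9*, 739330 for SKG *Trav9*, 249693 for WT *Trav11* and 275177 for SKG *Trav11*.

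For the comparisons, sequences were kept when their class was productive, when the V assignment listed the target gene (*Trav19*, *Trav9d-3*, and *Trav11* or *Trav11d*) and when a single *Traj* gene was listed. This left 234415 WT and 252048 SKG sequences for *Trav19*, 162142 WT and 103662 SKG sequences for *Trav9d-3*, and 137708 WT and 152879 SKG sequences for *Trav11*. *Traj* segments 1 to 30 were counted as distal and segments 31 to 61 as proximal. There was 1 library per genotype and amplicon, so the differences have no replicate check, and each test compares 2 libraries and not 2 genotypes. Shares are given with 95% Wilson binomial confidence intervals (CI), which cover counting error only, because PCR reads without molecular identifiers are not independent molecules. Sequences of the same rearrangement that differ by a sequencing or PCR error can also remain after the removal of exact duplicates. Whether they did was not tested, because nucleotide sequences were not analysed.

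To measure how far the sequences fell short of independent rearrangements, the share of productive sequences at each *Traj* segment was compared between the WT and SKG libraries. Around a model with a term for each segment and a term for the library, this share varied 99.8 times more than binomial counting allows for *Trav19* over 40 segments, 40.0 times more for *Trav9d-3* over 43 segments and 78.9 times more for *Trav11* over 37 segments. Tests were therefore also run with the variance scaled by these factors, a choice made after the data were seen. A change between the libraries in the productive share of single segments would enlarge the factors too. Sequences of the same rearrangement that fall in both functionality classes would make the factors too small for shares of *Traj* segments.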

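The *Tcra* locus lies on the plus strand of chromosome 14. In the GENCODE annotation of the NCBIM37 mouse assembly, whose older gene names were matched to *Trav* and *Traj* symbols through the RefSeq table of GRCm38.p6, 104 *Trav* segments are named upstream of 59 named *Traj* segments, and the *Traj* numbers fall along the strand from *Traj61* to *Traj1* over 63.8 kb. *Trav19* (Gm13893 in the annotation) spans positions 54464909 to 54465501. It ends 309 kb before *Traj61*, with 2 named *Trav* segments in between. *Trav9d-3* (Gm10889) spans 53540353 to 53540787, which is 1234 kb before *Traj61*, with 80 named *Trav* segments in between. *Trav11* (Gm10908) spans 54138978 to 54139534, 635 kb before *Traj61*, and its copy *Trav11d* spans 53444015 to 53444587, 1330 kb before it. *Traj18* (Gm17009) is a single exon at 54820452 to 54820517. *Trac*, the constant region, spans 54840196 to 54842772.

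The forward primer of the *Trav19* library had 1 exact match on the chromosome, at 54465252 to 54465270 in exon 2 of *Trav19*. The *Trav11* primer had 3 exact matches, at 54139364 to 54139381 in exon 2 of *Trav11*, at 53444418 to 53444435 in exon 2 of *Trav11d*, and at 53755183 to 53755200 where no gene is annotated. The *Trav9* primer had 8 exact matches, each in exon 2 of a *Trav9* family segment, among them 53540633 to 53540652 in *Trav9d-3*. The reverse primer matched once, at 54840279 to 54840297 on the minus strand in exon 1 of *Trac*. The assembly is not that of the BALB/c strain, so the copy number of these segments in the mice studied can differ from it.

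**Figure D1:**
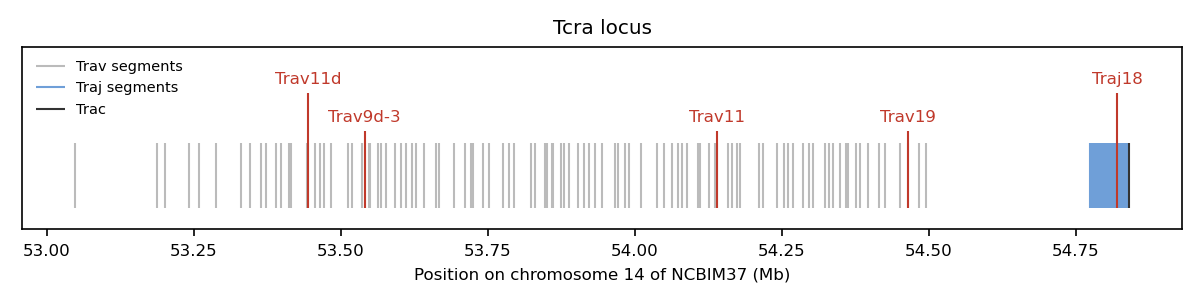
Map of the *Tcra* locus, with the position on chromosome 14 of NCBIM37 in Mb on the horizontal axis. Grey lines are named *Trav* segments, blue lines *Traj* segments and the black line *Trac*, and red lines mark the segments sequenced and *Traj18*; *Trav19* lies 309 kb and *Trav9d-3* 1234 kb before *Traj61*.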

As controls, we also analyzed rearrangement of *Trav19*, which is one of the most *Traj* proximal Vα segments (Supplementary Fig. 2a), and *Trav9d-3* located towards the distal region. *Trav9* has been shown to rearrange much less frequently to distal *Traj* genes in HEB knockout mice, which have impaired DP survival^27^. 

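In the *Trav19* libraries, 4.33% of the productive WT sequences (95% CI 4.25 to 4.42) and 7.39% of the productive SKG sequences (95% CI 7.29 to 7.50) carried a *Traj* segment from 1 to 30. The mean *Traj* number was 48.8 ± 10.3 (SD over sequences) in WT and 47.0 ± 12.1 in SKG. The most used segments were *Traj56*, with 18.6% of the WT sequences (95% CI 18.5 to 18.8) and 20.0% of the SKG sequences (95% CI 19.9 to 20.2), *Traj57*, with 16.7% in WT and 12.5% in SKG, and *Traj53*, with 7.77% in WT and 8.29% in SKG.

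In the *Trav9d-3* sequences, the share of segments 1 to 30 was 57.2% in WT (95% CI 57.0 to 57.4) and 62.7% in SKG (95% CI 62.4 to 63.0), and the mean *Traj* number was 26.8 ± 16.6 in WT and 24.9 ± 15.7 in SKG. No segment stood out as in the *Trav19* sequences. *Traj4* held 5.79% of the WT sequences (95% CI 5.68 to 5.91) and 5.98% of the SKG sequences (95% CI 5.84 to 6.13), and *Traj15* held 4.86% in WT and 5.08% in SKG. The remaining place among the 3 most used segments was taken by *Traj32* in WT, with 4.34%, and by *Traj12* in SKG, with 5.02%.

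The distal share of *Trav9d-3* exceeded that of *Trav19* by 52.9 percentage points in WT (odds ratio 29.5, 95% CI 28.9 to 30.2) and by 55.3 points in SKG (odds ratio 21.0, 95% CI 20.6 to 21.5). In two-sided Fisher's exact tests, p was no higher than 1e-300, the smallest value computed, for both comparisons. With the variance scaled by the larger of the factors of the amplicons, the difference in SKG had a standard error of 1.59 points and the difference in WT one of 1.298 points. Among the other settings, counting every V assignment in both amplicons moved the difference most, to 31.3 points in WT and 32.9 points in SKG, mainly since only 16.7% of the sequences in the WT *Trav9* library and 20.0% in the SKG library listed *Trav9d-3*.

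**Figure D2:**
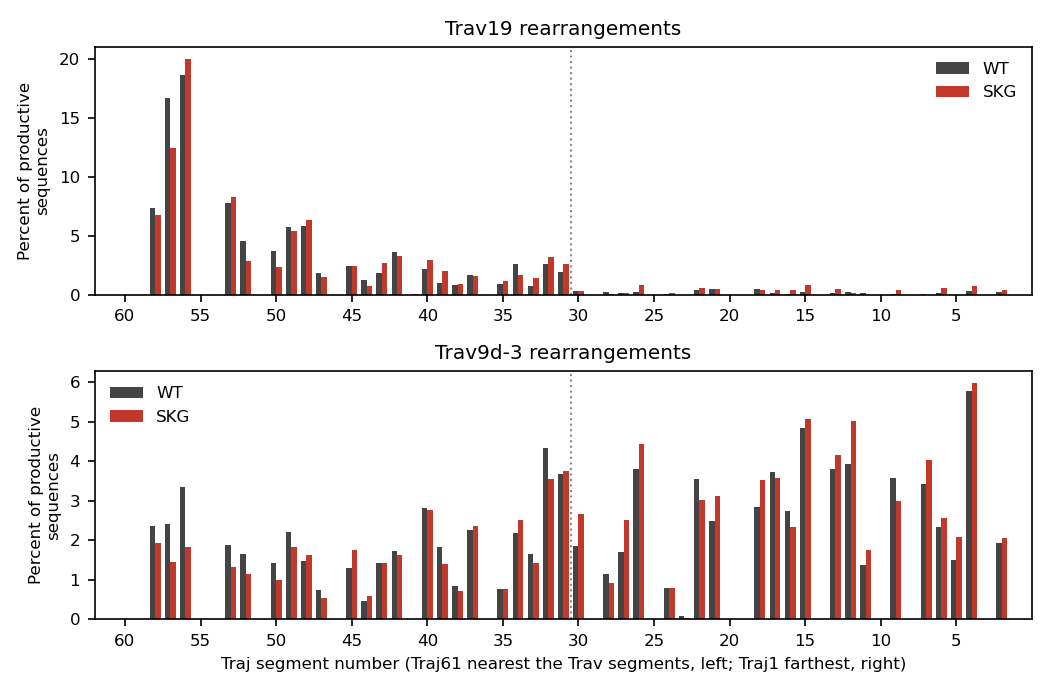
Share of productive sequences at each *Traj* segment, in percent, for *Trav19* (top) and *Trav9d-3* (bottom), with 1 WT library (grey bars) and 1 SKG library (red bars) each; the dotted line parts segments 31 to 61 from segments 1 to 30. The *Trav19* bars are highest at *Traj56*, and 4.33% of WT and 7.39% of SKG sequences lie right of the line, against 57.2% and 62.7% for *Trav9d-3*.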

Considering productive reads, *Trav19* preferentially used the proximal *Traj* genes in BALB/c and SKG mice (Supplementary Fig. 2b), consistant with results from pre-immune CD8 T cells^29^, while *Trav9d-3* used distal ones (Supplementary Fig. 2c). The *Trav11-Traj18* rearrangement accounted for ~10% of total reads from *Trav11* amplicons in SKG mice, the same frequency as in WT mice (Supplementary Fig. 2d), showing that the decrease of iNKT cells (Fig. 1d, e) was not due to reduced generation of the invariant TCRα chain rearrangement. 

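*Traj18* reads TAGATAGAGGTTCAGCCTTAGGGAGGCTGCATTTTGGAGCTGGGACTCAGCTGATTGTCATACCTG in the NCBIM37 assembly. Over sequences of every functionality class, it was joined in 25528 of 249466 WT *Trav11* sequences, or 10.2% (95% CI 10.1 to 10.4), and in 27754 of 274783 SKG *Trav11* sequences, or 10.1% (95% CI 9.99 to 10.2). SKG minus WT was -0.133 percentage points, and a two-sided Fisher's exact test on the 2 libraries gave p = 0.112. With the variance scaled by the spread between segments, the standard error of this difference was 0.743 points (quasi-binomial comparison, p = 0.858), so a difference of that size was not detectable at this depth.

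The sign of the difference depended on the functionality class. Among productive sequences, the share of *Traj18* was 9.43% in WT (95% CI 9.28 to 9.58) and 9.95% in SKG (95% CI 9.80 to 10.1), a difference of 0.524 points (Fisher's exact test, p = 1.91e-06). Among unproductive sequences it was 11.2% in WT (95% CI 11.0 to 11.4) and 10.3% in SKG (95% CI 10.1 to 10.5), a difference of -0.938 points (Fisher's exact test, p = 2.62e-13). With the scaled variance neither class differed between the libraries (quasi-binomial comparisons, p = 0.591 for productive and p = 0.411 for unproductive sequences). Whether the junctions of these sequences encode the invariant chain was not analysed here.

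*Traj18* was the most used segment among the productive *Trav11* sequences in WT, ahead of *Traj32* with 9.24% and *Traj57* with 6.87%. In SKG, *Traj32* came first with 10.8% (95% CI 10.6 to 10.9), followed by *Traj18* and by *Traj6* with 6.64%. The WT intervals of *Traj18* (95% CI 9.28 to 9.58) and *Traj32* (95% CI 9.09 to 9.39) overlapped. The order of these segments was not tested with the scaled variance in either library.

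**Figure D3:**
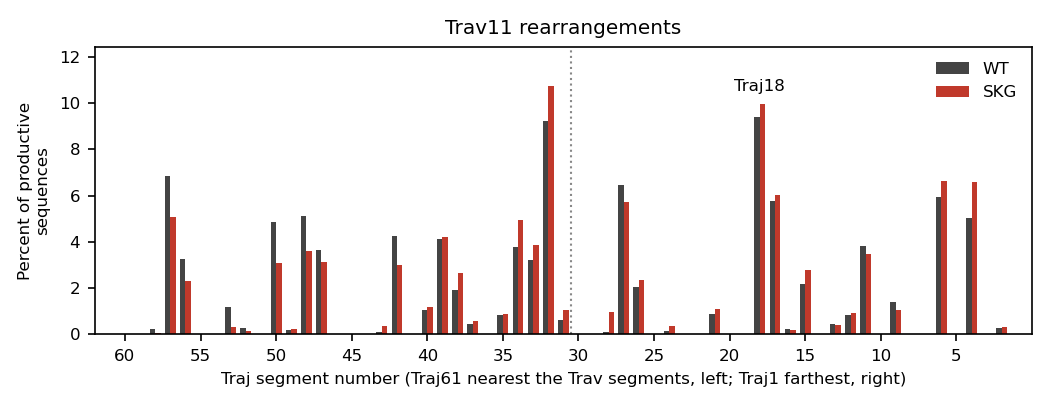
Share of productive *Trav11* sequences at each *Traj* segment, in percent, in 1 WT library (grey bars) and 1 SKG library (red bars); the dotted line parts segments 31 to 61 from segments 1 to 30. *Traj18* holds 9.43% of the WT and 9.95% of the SKG sequences.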

Comparing *Traj* rearrangements in WT and SKG mice for all three *Trav* genes, a significant bias for distal *Traj* rearrangements in SKG DP thymocytes was observed, (Supplementary Fig. 2e–g). 

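The share of productive sequences with a *Traj* segment from 1 to 30 was higher in the SKG library than in the WT library for each of the 3 *Trav* genes. The difference was 3.06 percentage points for *Trav19* (odds ratio 1.76, 95% CI 1.72 to 1.81) and 5.49 points for *Trav9d-3* (odds ratio 1.26, 95% CI 1.24 to 1.28). For *Trav11*, the share was 44.9% in WT (95% CI 44.6 to 45.2) and 48.7% in SKG (95% CI 48.5 to 49.0), a difference of 3.80 points (odds ratio 1.16, 95% CI 1.15 to 1.18). Two-sided Fisher's exact tests on the numbers of sequences gave p no higher than 1e-300 for *Trav19*, p = 2.08e-174 for *Trav9d-3* and p = 2.84e-93 for *Trav11*. These p-values count every sequence as independent. With the variance scaled by the spread between segments, quasi-binomial comparisons gave p = 4.81e-06 for *Trav19* (standard error 0.669 points), p = 7.81e-06 for *Trav9d-3* (standard error 1.23 points) and p = 0.0210 for *Trav11* (standard error 1.65 points).

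The mean *Traj* number, which needs no boundary between distal and proximal segments, fell by 1.84 for *Trav19*, fell by 1.90 for *Trav9d-3* and fell by 2.32 for *Trav11*, where it was 30.6 ± 16.3 (SD over sequences) in WT and 28.3 ± 15.5 in SKG. Two-sided permutation tests with 100000 resamples gave p = 1e-05 for each, the smallest value they can give, and with the variance scaled by the same factors p was at most 9.95e-06.

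Segment by segment, the log2 ratio of the SKG to the WT share tended to rise as the *Traj* number fell, with a Spearman's rho across segments of -0.29 for *Trav19* over 43 segments, -0.50 for *Trav9d-3* over 43 segments and -0.38 for *Trav11* over 36 segments. Segments are not independent replicates, and no p-value is given. Among segments with at least 1% of the sequences in either library, the largest log2 ratios for *Trav9d-3* were 0.56 at *Traj27* and 0.53 at *Traj30*, and the lowest were -0.87 at *Traj56* and -0.73 at *Traj57*. For *Trav11* they were 0.79 at *Traj31* and 0.46 at *Traj38* against -2.00 at *Traj53* and -0.66 at *Traj50*, and for *Trav19* they were 1.02 at *Traj39* and 0.85 at *Traj33* against -0.74 at *Traj44* and -0.65 at *Traj52*. No *Trav19* segment from 1 to 30 reached 1% of the sequences in either library, so none of them could be among the segments named.

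Counting segments 1 to 40 as distal moved the *Trav11* difference most, to 8.63 points. Unproductive sequences alone gave smaller differences in the same direction, of 1.60 points for *Trav19*, 2.66 points for *Trav9d-3* and 3.22 points for *Trav11*. With the scaled variance, the unproductive difference was within its error for *Trav9d-3* (quasi-binomial comparison, p = 0.130) and *Trav11* (quasi-binomial comparison, p = 0.0788).

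From the higher distal use for all the *Trav* genes and the reduced calcium flux of SKG DP cells, the paper proposes that a TCR that passes positive selection may take more rounds of *TCRα* rearrangement in SKG mice, which would raise the frequency of joins to distal *Traj* segments.

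**Figure D4:**
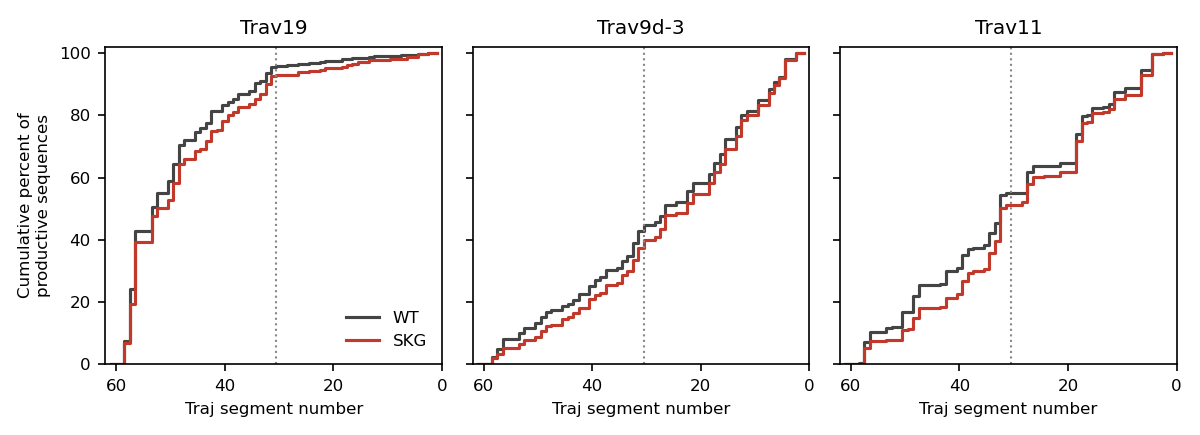
Cumulative share of productive sequences, in percent, from *Traj61* (left) to *Traj1* (right) for *Trav19*, *Trav9d-3* and *Trav11*, with 1 WT library (grey line) and 1 SKG library (red line) each; the dotted line parts segments 31 to 61 from segments 1 to 30. At the dotted line the SKG line lies below the WT line by 3.06 points for *Trav19*, 5.49 points for *Trav9d-3* and 3.80 points for *Trav11*.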

The hypomorphic *Zap70* mutation in SKG mice dampened TCR signaling in DP cells, as reflected by reduced free calcium flux into the cytoplasm upon TCR stimulation (Supplementary Fig. 2h). Therefore, it is possible that generation of a TCR that passes the threshold of positive selection may require more rounds of TCRα rearrangement in the DP cells from SKG mice, leading to a higher frequency of rearrangements to the distal *Traj* segments. This may compensate for the reduced TCR signal strength, limiting the decrease in the iNKT cell population in these mice.

### Skewed iNKT cell subsets in *Zap70* mutant mice

The reduction in the MFI of TCRβ and CD1d-αGC tetramer staining (Fig. 1c), suggested that NKT1 cells could be more abundant in thymic SKG iNKT cells. Staining for transcription factor expression in thymic iNKT cells confirmed the enrichment of NKT1 cells (PLZF^lo^RORγt^*−*^) in SKG mice (Fig. 1f), whereas NKT2 and NKT17 cells were much reduced (Fig. 1f–h). Consistent with the change in the subsets, T-bet expression in total iNKT cells was much higher, and PLZF and RORγt were diminished (Fig. 1i). The chemokine receptor CXCR3 has been shown to be most highly expressed by NKT1 cells^12^, and its expression was much higher in total SKG iNKT cells. PD-1, a marker for the NKT2/17 subsets (Supplementary Fig. 1c) had reduced expression in SKG iNKT cells (Fig. 1j). NKT2 cells capable of producing IL-4 under homeostatic conditions have been shown to be critical for the differentiation of innate, memory-like CD8 T cells that express Eomes instead of T-bet, and a high level of CD122^30^. Consistent with the relatively few NKT2 cells in SKG thymus, innate memory CD8 T cells were barely detectable in these mice (Fig. 1i, k).

When stimulated directly ex vivo on microwells coated with mouse CD1d and loaded with αGC, SKG iNKT cells were defective at producing different cytokines, including IFN-γ as well as IL-4 and IL-17 (Supplementary Fig. 3a), likely reflecting the ZAP70-hypomorphic nature of SKG mutation. When using Phorbol 12-myristate 13-acetate (PMA) and ionomycin stimulation to bypass proximal TCR signaling events, however, we observed higher IFN-γ and lower IL-4 and IL-17 production (Supplementary Fig. 3b), likely a result of the increased NKT1 cells in SKG mice. The analysis of mixed bone marrow chimeric mice (Fig. 1m; Supplementary Fig. 3c, d), generated using equal numbers of SKG(CD45.2) and WT(CD45.1) bone marrow donor cells, demonstrated that the defect in iNKT cell subset development was predominantly cell instrinsic, as the SKG iNKT cells of the chimeric mice showed similar defects as in the intact mice.

### Skewed SKG iNKT cell differentiation in organ cultures

Fetal thymic organ culture (FTOC) is a powerful tool to study T cell development in vitro^31–33^. We tested if iNKT cell subsets would be observed in this system. Analyzing intact mice we confirmed that iNKT cells did not appear in the thymus until several days postnatal age^34^. Therefore, we used E18.5—day 0 animals from BALB/c mice cultured for 1 week in vitro. iNKT cells could be detected from day 4 in culture and their percentage in total thymocytes gradually increased in the following days (Fig. 2a, b). On day 4, iNKT cells were mostly PLZF^hi^ T-bet^lo^ and PD-1^hi^, consistent with the phenotype of iNKT cells from 3-day-old mice in vivo (Supplementary Fig. 4a, b). T-bet expression rapidly increased in the next 24 h. By day 6, the T-bet^hi^ population increased, including cells that retained high expression of the NKT2 marker PD-1, other cells with decreased PD-1 and even some with expression of the NKT1 cell marker CXCR3. Ontogeny studies of iNKT cell phenotype from the thymus of very young animals showed a similar phenotypic progression (Supplementary Fig. 4a, b). We did not detect RORγt expression in the organ cultures and NKT17 cells were a very minor population in 3-day-old or 4-day-old mice. We also cultured thymus tissue from *Nur77*^*gfp*^ mice, which express a reporter for TCR signal strength^35^. Total iNKT cells, as reported, showed very low GFP signal compared to CD4 T cells, but stage 0 iNKT cells (CD24^hi^ CD44^*−*^ NK1.1^*−*^) expressed high level of GFP (Supplementary Fig. 4c, d). In FTOC, we observed a higher GFP signal from the PD1^hi^NK1.1^*−*^ population that resembles NKT2 cells (Fig. 2c, d). These *Nur77*^*gfp*^ high expressing NKT2 cells have been reported to produce IL-4 in vivo at steady state^36^. This is also consistent with the higher transcription of *Nfatc1*, *Egr2*, and *Pdcd1* in NKT2 cells, as shown in Supplementary Fig. 1c. We compared cultures of thymus tissue from day 0 SKG and WT animals. The SKG iNKT cells in the culture expressed a higher amount of CXCR3 and lower PD-1 (Fig. 2e), in line with the NKT1 skewed phenotype of SKG mice. Therefore, overall FTOC cultures recapitulated some important features of iNKT cell development and the subset alterations in SKG mutant mice, indicating that migration of mature T cells back to the thymus cannot explain the iNKT cell phenotype in the thymus of SKG mice.

**Fig. 2:**
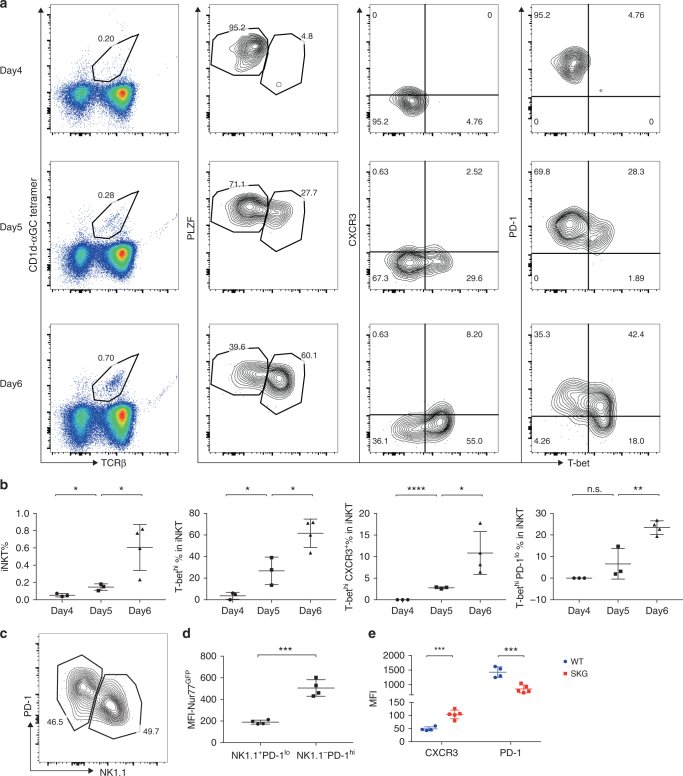
The development of iNKT cell subsets in thymic organ culture. **a**, **b** Thymic lobes from E18.5—day 0 BALB/c embryos were cultured in vitro and examined on days 4, 5, and 6. Percentages of total iNKT cells (TCRβ^int^, αGC tetramer^+^) in live cells are shown (left column). Expression of transcription factors T-bet and PLZF (second column), surface markers CXCR3 and PD-1 (third and fourth columns) in total iNKT cells are shown. **b** Compiled data of the experiments. **c **Thymic lobes from day 0 *Nur77*^*gfp*^ mice were cultured in vitro as in (**a**). **d** Total iNKT cells were separated into NK1.1^+^PD-1^lo^ (NKT1-like) and NK1.1^*−*^PD-1^hi^ (NKT2-like) populations and MFI of GFP from the two populations were plotted. **e** Thymic lobes from day 0 SKG and WT control mice were cultured in vitro as in (**a**), and expression levels of CXCR3 and PD-1 were compared. Data are representative of three independent experiments. Graphs represent mean ± SD with symbols representing individual mice. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; n.s. not significant (unpaired two-tailed Student’s *t* test)

### Skewed iNKT cell development in ZAP70AS mice

The SKG mutation in the second SH2 domain of ZAP70 affects its binding to phosphorylated ITAMs. To examine more directly the effect of the kinase activity of ZAP70 in lowering the strength of TCR signaling during iNKT cell development, we utilized mice expressing an engineered, analog-sensitive ZAP70 (ZAP70AS), whose catalytic activity can be specifically targeted by small molecule inhibitors^37^. Although ZAP70AS is a hypomorphic mutant, with a catalytic activity approximately one third of the WT protein^37^, it has been shown that mice that expressed this allele reconstituted a normal T cell population in ZAP70 null mice^11^. Because AS mice were on the C57BL/6 background, which is NKT1 biased^36^, NKT1 cells were the major subset in this strain (60% of total iNKT cells in WT mice, Fig. 3a). Interestingly, similar to the comparison of SKG mice with their parental BALB/c strain, NKT1 cells in AS mice were more prevalent (Fig. 3a, b). In agreement with this, we observed changes in expression of the transcription factors T-bet and PLZF, as well as subset markers CXCR3 and PD-1, that were in an NKT1-biased direction in AS and SKG mice when compared to their WT controls (Figs. 1i, j and 3c, d).

**Fig. 3:**
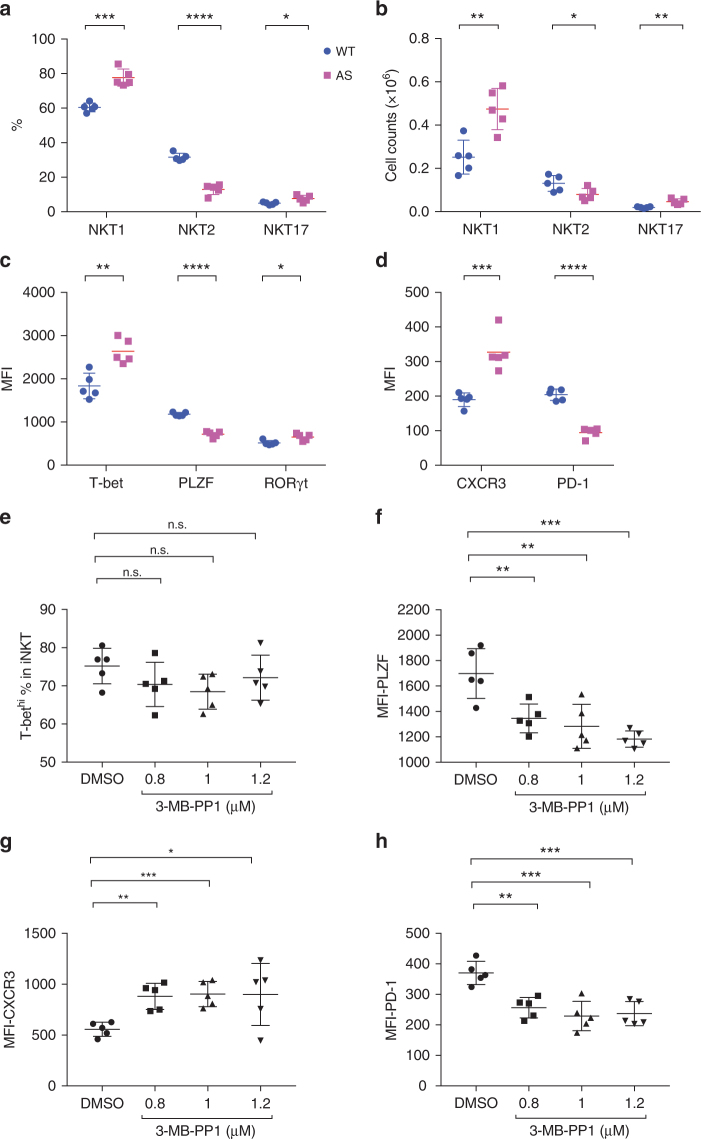
NKT1 skewing phenotype in ZAP70AS mice. **a**, **b** Percentages in total iNKT cells and absolute numbers of iNKT cell subsets in ZAP70AS and control mice. **c**, **d** Expression of lineage defining transcription factors and some subset surface markers. **e**–**h** Day 0 thymic lobes from ZAP70AS mice were cultured as in Fig. 2. Different doses of the inhibitor 3-MB-PP1were added on the second day of culture, and iNKT cells were examined on day 7 for expression of the indicated proteins. Data are representative of three independent experiments. Graphs represent mean ± SD with symbols representing individual mice (**a**–**d**) or thymic lobes (**e**–**h**). *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; n.s. not significant (unpaired two-tailed Student’s *t* test)

### Inhibition of ZAP70 kinase decreases NKT2 cells

We tested if small molecule inhibition of ZAP70 catalysis in FTOC would further affect iNKT cells (Fig. 3e–h). Thymus lobes from day 0 animals were cultured in the presence of DMSO or the inhibitor 3-MB-PP1. After 7 days of culture, T lymphocytes including iNKT cells were greatly diminished, even at the lowest concentration tested (Supplementary Fig. 5a–c). This is in line with the requirement for the ZAP70 kinase during positive selection^38^. Addition of the inhibitor 48 h after the initiation of the culture, however, allowed for a similar percentage of iNKT cells (Supplementary Fig. 5d). These data implied that ZAP70 catalytic activity is required during the commitment to become an iNKT cell, but perhaps less so during the expansion phase of these cells that occurs later. Importantly, the percentage of iNKT cells that were Tbet^hi^ in the iNKT cell population in cultures exposed to inhibitor from day 2 did not change compared to DMSO treated controls, while the expression of PLZF was reduced in a dose-dependent manner (Fig. 3e, f). We also consistently observed a higher sensitivity of expression of the NKT2/NKT17 marker PD-1 to chemical inhibition, and in contrast, a higher inhibitor tolerance for expression of the NKT1 marker CXCR3 (Fig. 3g, h), which is under the control of T-bet^39^. Overall, these results demonstrated that PLZF expression and the NKT2 population were more sensitive to diminution of TCR signaling, and conversely, that NKT1 cells can withstand a lower TCR signal strength.

### NKT1 cells are similar to wild type in SKG mice

We performed RNA-seq to compare the global gene expression pattern of thymic iNKT cell subsets from WT and SKG mice. We defined the subsets by surface expression of several proteins, as described^12,36,40^ (Online methods and Supplementary Fig. 6). The expression pattern of signature transcription factors was used to confirm enrichment of each subset. Principal component analysis (PCA) of the RNA-seq data showed three clearly distinct iNKT cell populations (Fig. 4a). Importantly, each subset from SKG mice clustered together with its WT counterpart. In particular, NKT1 thymocytes from SKG mice were in close proximity to WT NKT1 thymocytes in the PCA plot, suggesting that the very predominant NKT1 cell subset in SKG mice was comparable to WT NKT1 cells. In agreement with this, there were only 158 genes with a greater than 1.5-fold change in expression comparing SKG and WT in NKT1 cells, with 101 of these down in SKG NKT1 cells, whereas much greater numbers of genes distinguished the NKT2 and NKT17 thymocytes from these strains (Supplementary Fig. 7a–c).

**Fig. 4:**
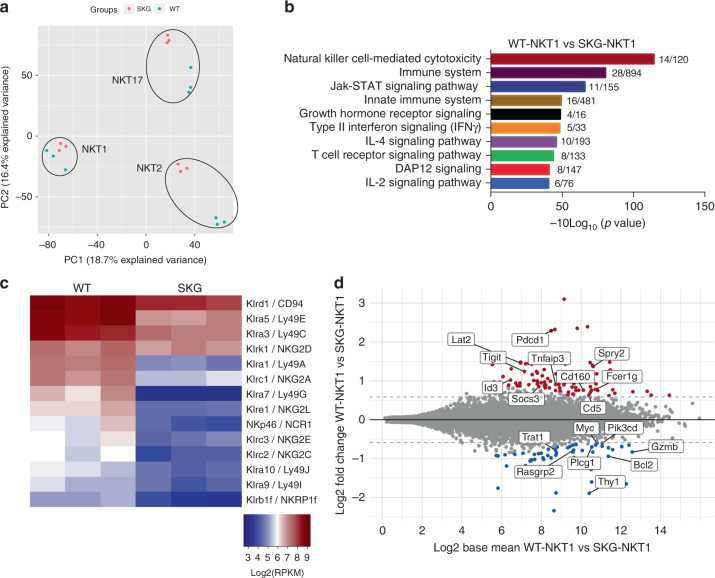
Transcriptomic analysis of iNKT cell subsets in WT and SKG mice. **a** Principal component analysis (PCA) of transcriptomes from NKT1, NKT2, and NKT17 cells from WT and SKG thymus tissue. **b** Enriched pathways comparing NKT1 transcriptomes from WT and SKG mice, numbers of genes affected compared to the number in that category are indicated. **c** Unscaled Heatmap showing the expression of NK receptors in NKT1 cells from WT and SKG mice. **d** MA plot of differentially expressed genes (fold change > = 1.5, adjusted *p* < = 0.1) comparing WT and SKG NKT1 cells

### Reduced inhibitory receptors in SKG NKT1 cells

Pathway enrichment analysis of the differentially expressed genes in NKT1 thymocytes from the two mouse strains revealed that the TCR signaling pathway was significantly affected, with reduced expression of inhibitory receptors and genes that have the potential to inhibit signal transduction in SKG NKT1 cells. For example, there was lower expression of the genes encoding inhibitory surface proteins *Pdcd1*, *Tigit*, *Cd160*, and *Cd5* in SKG NKT1 cells compared to WT NKT1 cells (Fig. 4d). Natural killer (NK) receptors have been shown to be NKT1-specific markers in both BALB/c and C57BL/6^13^ mice, and interestingly NK cell-mediated cytotoxicity showed the highest significant *p* value in the pathway analysis (Fig. 4b). As published previously^34,41^, the majority of NK receptor genes that were highly transcribed in WT NKT1 cells encode inhibitory receptors, including Klrd1/CD94, Klra5/Ly49e, Klra3/Ly49c, Klra1/Ly49a, Klrc1/NKG2A, and Klra7/Ly49G (Fig. 4c). We found that transcription of most NK receptors was significantly reduced in SKG iNKT1 thymocytes compared to WT counterparts. This is consistent with the requirement for TCR signaling for the upregulation of these receptors^42–44^. WT iNKT cells also expressed the activating NK receptors NKG2D and NKp46, however, *Klrk1* transcripts (NKG2D) did not differ in SKG NKT1 cells (Fig. 4c) and *Ncr1* (NKp46) was transcribed at a low level in both strains.

Genes related to T helper cell differentiation and function, including the IFN-γ and IL-4 signaling pathways and JAK/STAT pathways involved in cytokine signaling were also altered in SKG NKT1 cells (Fig. 4b) as was expression of *Lat2*, *Sprouty*, *Tnfaip3*, and *Socs3* (Fig. 4d). LAT2 is a transmembrane adaptor protein closely related to LAT, but its deletion resulted in hyper-activated T cells and autoimmune disease^24^. Sprouty2 (Spry2) is a negative regulator of receptor tyrosine kinase signaling^45–47^. TNFAIP3 (A20) is a ubiquitin-editing enzyme that suppresses NF-κB activation. Suppressor of cytokine signaling 3 (SOCS3) SOCS3 is capable of inhibiting STAT4, which is activated by IL-12^48^, and therefore, can potentially influence NKT1 function. Therefore, compared to WT NKT1 thymocytes, SKG NKT1 cells have reduced expression of inhibitory receptors and molecules involved in the inhibition of signal transduction, perhaps a necessary compensation for the reduced TCR signaling capacity resulting from the SKG *Zap70* mutation.

### Increased NKT1 cells in the spleen of SKG mice

The difference in iNKT cell subsets in SKG mice was not confined to the thymus. We found a similar difference in TCRβ expression (Supplementary Fig. 8a, b). However, unlike in the thymus, we observed an increase in splenic iNKT cells, both in percentage and cell numbers (Supplementary Fig. 8c, d). Perhaps this expansion is related to the decrease in mainstream CD4 and CD8 T lymphocytes in SKG mice. Importantly, the increase was due to augmented splenic NKT1 cells, and there was no elevation in the relatively minor populations of splenic NKT2 and NKT17 cells (Supplementary Fig. 8e–g). This was reflected by the expression level of signature transcription factors and surface markers (Supplementary Fig. 8h, i). Furthermore, consistent with the thymus RNA-seq data (Fig. 4c, d), splenic SKG iNKT cells showed reduced expression of inhibitory molecules CD160, NKG2a/c/e, and Ly49G2 when compared to WT iNKT cells (Supplementary Fig. 8j).

### iNKT cells prevent severe arthritis in SKG mice

Spontaneous arthritis in SKG mice can be accelerated by the injection of the fungal cell-wall component mannan^10^. To determine if iNKT cells have an active role in pathogenesis in SKG mice, we evaluated the presence of iNKT cells in ankles and joint-draining lymph nodes following mannan injection during the course of arthritis. Although the percentage of iNKT cells did not increase due to the influx of other cells, the number of iNKT cells increased in ankles as arthritis progressed, and this number was significantly correlated with the disease-associated change in ankle thickness (Fig. 5a, b). Furthermore, expression of the activation marker CD69 was significantly increased on ankle iNKT cells during arthritis development (Fig. 5c). A similar correlation between the number of iNKT cells and the clinical severity of arthritis, as well as an increased expression of CD69 by iNKT cells, was observed in joint-draining lymph nodes (Supplementary Fig. 9a, b). Together, these data suggest iNKT cells might play a significant role in arthritis in SKG mice.

**Fig. 5:**
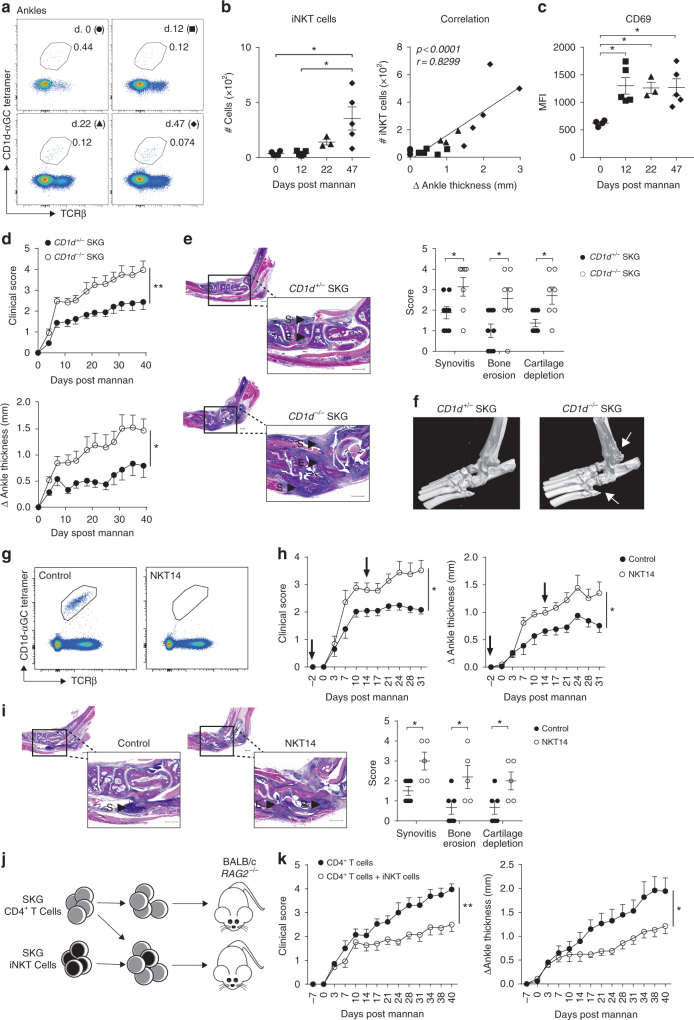
iNKT cells suppress arthritis. **a** Representative flow cytometry plots of iNKT cells (TCRβ^int^ CD1d-αGC tetramer^+^ in live CD8^*−*^CD19^*−*^ cells), in ankles of SKG mice during the course of arthritis. Day 0 (circle), day 12 (square), day 22 (triangle), and day 47 (diamond) post-mannan injection. **b** Number of iNKT cells in ankles (left panel) and correlation with ankle swelling (right panel) during the course of arthritis in SKG mice. **c** Expression of CD69 on ankle iNKT cells during the course of arthritis in SKG mice. **d** Clinical score (left panel) and change in ankle thickness (right panel) in *Cd1d*^*−/−*^ (*n* = 6) and *Cd1d*^*+/−*^ (*n* = 8) male SKG mice after injection of mannan. **e** Histological evaluation of synovial inflammation (S), bone erosion (E), and cartilage destruction in arthritic ankles from *Cd1d*^*−/−*^ (*n* = 6) and *Cd1d*^*+/−*^ (*n* = 8) SKG mice. Scale bar 500 μM. **f** Representative Micro-CT of ankles from arthritic *Cd1d*^*−/−*^ and *Cd1d*^*+/−*^ SKG mice. White arrow indicates bone erosion and reactive bone formation which is increased in *CD1d*^*−/−*^ SKG mice. **g** Representative flow cytometry plots of iNKT (gated as in **a**) cell depletion efficacy in lymph nodes after injection with iNKT cell-depleting (NKT14) mAb. **h** Clinical score (left panel) and change in ankle thickness (right panel) in male SKG mice treated with NKT14 mAb (*n* = 5) or isotype control (*n* = 6) after injection of mannan. Arrows indicate time of injection. **i** Histological evaluation of synovial inflammation (S), bone erosion (E), and cartilage depletion in male SKG mice treated with control or NKT14 mAb. Scale bar 500 μM. **j**, **k** Transfer of CD4^+^ SKG T cells (1 × 10^6^) alone (*n* = 7) or in combination with SKG iNKT cells (3 × 10^5^) to *Rag2*^*−/−*^ mice (*n* = 7) and the clinical score (**k**, left panel) and change in ankle thickness (**k**, right panel) after injection of mannan. Representative data from two independent experiments shown in **a**–**c**. Complied data from at least two independent experiments are shown in **d**, **e**, **h**, **i**, **k**. Graphs represent mean ± SEM with symbols representing individual mice. *p < 0.05, **p < 0.01 (Mann–Whitney on area under the curve (**d**, **h**, **k**), Mann–Whitney (**e**, **i**), One way ANOVA (**b**, **c**), Spearman correlation (**b**)

To assess the role of iNKT cells more directly, we evaluated arthritis development in iNKT cell-deficient (*Cd1d*^*−/−*^) and iNKT cell sufficient (*Cd1d*^*+/−*^) SKG mice. The absence of iNKT cells significantly aggravated the development of arthritis, with regard to clinical signs, histopathological scoring of synovial inflammation, bone destruction and cartilage depletion (Fig. 5d, e). Further visual evaluation of bone morphology by micro-CT analysis confirmed increased signs of bone destruction in iNKT cell-deficient SKG mice (Fig. 5f). These results strongly suggest that iNKT cells were necessary to protect against severe arthritis development in SKG mice.

Deficiency of CD1d in SKG mice could potentially create an empty developmental niche in which other T cells could differentiate and expand, or it could affect CD1d reactive cells with more diverse TCRs. To circumvent this, we acutely deleted iNKT cells from WT SKG mice using NKT14, an antibody that specifically depletes iNKT cells based on reactivity to the invariant TCR α chain^49^. We verified the efficacy of iNKT cell depletion in joint-draining lymph nodes of the antibody treated mice by flow cytometry (Fig. 5g). Similar to *Cd1d*^*−/−*^ SKG mice, antibody depletion of iNKT cells was associated with significantly aggravated arthritis development (Fig. 5h, i). Together, these results show that iNKT cells were required to protect SKG mice from the development of severe arthritis.

To confirm a suppressive effect of iNKT cells on arthritis pathogenesis, we transferred CD4^+^ SKG T cells alone or in combination with SKG iNKT cells to BALB/c *Rag2*^*−/−*^ mice and induced arthritis by mannan injection 1 week after cell transfer (Fig. 5i). Consistent with the known dependence of arthritis on T lymphocytes, transfer of CD4^+^ SKG T cells promoted arthritis development in *Rag2*^*−/−*^ mice (Fig. 5j, k). Importantly, the severity of arthritis was significantly reduced in the presence of SKG iNKT cells, confirming that they have the capacity to ameliorate disease (Fig. 5k).

### Changes of iNKT cell subsets during arthritis development

The positive correlation between increased joint iNKT cells and arthritis progression led us to investigate if local iNKT cells retained protective function during disease. We hypothesized that different iNKT cell subsets might have distinctive roles as pathogenesis progresses. We therefore assessed the dynamics of iNKT cell subsets in SKG joints and draining lymph nodes at different stages of arthritis development. Activation of cytokine production by PMA and ionomycin treatment of iNKT cells from arthritic SKG mice revealed that iNKT cells with the capacity to produce IFN-γ (NKT1), IL-4 (NKT2), and IL-17A (NKT17) all were present in joint-draining lymph nodes, with some IFN-γ plus IL-4 double producers, typical of NKT1 cells. In arthritic joints, however, only iNKT cells capable of producing IFN-γ (NKT1) or IL-17A (NKT17) were present (Fig. 6a). In SKG arthritic ankles, we observed a gradual decline in the frequency of NKT1 cells and an increased frequency of NKT17 cells during disease progression (Fig. 6b). Importantly, joint NKT1 cell and NKT17 cell frequencies displayed opposite correlations with the severity of arthritis, as measured by changes in ankle swelling (Fig. 6c), with increased NKT17 cells correlating with severity. A progressive increase in NKT17 cell frequency in joint-draining lymph nodes also correlated with the clinical severity of arthritis (Supplementary Fig. 9c–e). However, lymph node NKT1 or NKT2 cell frequencies underwent only minor changes during the course of arthritis that did not correlate with disease severity (Supplementary Fig. 9c–e). Therefore, changes in the frequencies of joint iNKT cell subsets occurred during the course of arthritis. Furthermore, these data suggest that NKT1 cells may mediate the protective activity of iNKT cells in SKG arthritis.

**Fig. 6:**
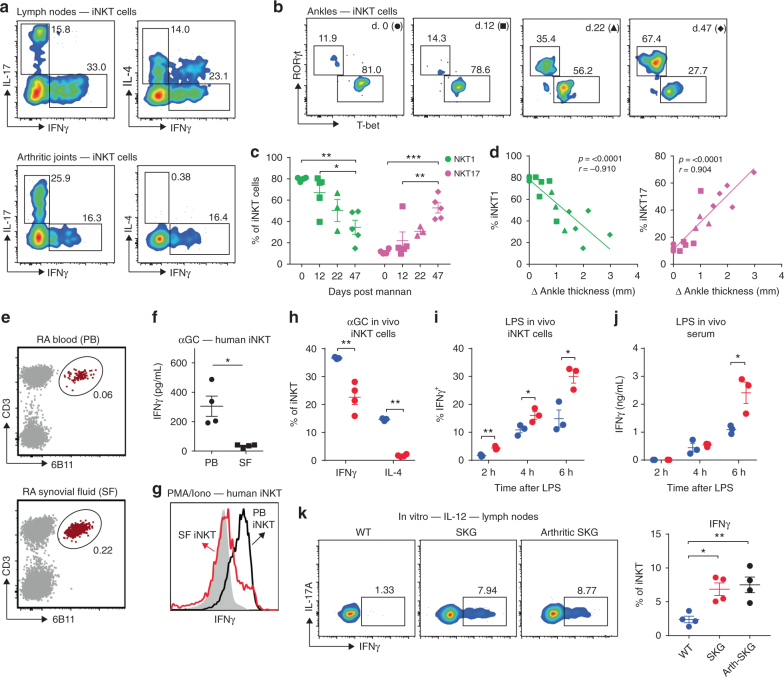
NKT1 cells negatively correlate with arthritis severity in SKG mice. **a** Representative flow cytometry plot of cytokine profile of iNKT (TCRβ^int^ CD1d-αGC tetramer^+^) cells from joint-draining lymph nodes and joints (wrists and ankles) of arthritic SKG mice stimulated with PMA and ionomycin. **b** Representative flow cytometry of iNKT (TCRβ^int^ CD1d-αGC tetramer^+^) cell subsets in ankles during the course of mannan-induced arthritis in male SKG mice. Day 0 (circle), day 12 (square), day 22 (triangle), and day 47 (diamond) post-mannan injection. **c** Frequency of NKT1 (T-bet^+^RORγt^*−*^, left, green) and NKT17 cells (T-bet^*−*^RORγt^+^, right, purple) during the course of mannan-induced arthritis in SKG mice. **d** Correlation between NKT1 (left panel, green) and NKT17 (right panel, purple) and changes in ankle swelling in mice with mannan-induced arthritis. **e** Representative flow cytometry plot of iNKT cells (CD3^+^Vα24Jα18^+^ (6B11)) in paired peripheral blood (PB) and synovial fluid (SF) samples derived from rheumatoid arthritis (RA) patients (*n* = 8). **f** Levels of IFNγ in paired peripheral blood (PB) and synovial fluid (SF) samples stimulated with αGC (RA patients, *n* = 4). **g** Representative histogram (of a total of 5 RA patients) of IFN-γ expressing iNKT cells (CD3^+^Vα24Jα18^+^ (6B11 antibody-reactive) after stimulation with PMA and ionomycin (black/red histogram) or unstimulated control (filled histogram). **h** Expression of IFN-γ and IL-4 from splenic iNKT cells after injection of αGC in WT BALB/c (blue) or SKG mice (red). **i** Expression of IFN-γ by splenic iNKT cells after injection of LPS in WT BALB/c (blue) or SKG mice (red). **j** Serum IFNγ in WT BALB/c (blue) or SKG mice (red) after LPS injection. **k** Production of IFN-γ by iNKT cells after stimulation of lymph node cultures for 48 h with IL-12 (20 ng/ml). Lymph node cultures prepared from WT BALB/c (blue), pre-arthritic SKG (red, 7–8 weeks old) and arthritic SKG mice (black, 40 days post-mannan injection). Representative of at least two independent experiments are shown. Graphs represent mean ± SEM with symbols representing individual mice. *p < 0.05, **p < 0.01 ***p < 0.001. (One way ANOVA (**c**,**k**), paired two-tailed *t* test (**f**), unpaired two-tailed Student’s *t* test (**h**–**j**), Spearman correlation test (**d**))

### Impaired IFN-γ from RA synovial fluid iNKT cells

Previous reports have identified iNKT cells in the synovial fluid (SF) and synovial tissue (ST) of rheumatoid arthritis (RA) patients^50,51^. We confirmed that iNKT cells were present in the SF of patients with RA (Fig. 6e; Supplementary Table 1). Defined functional subsets of iNKT cells, namely NKT1, NKT2, and NKT17, are not as well defined in humans, but we tested the ability of iNKT cells from paired SF and peripheral blood (PB) to produce IFN-γ upon exposure to αGC. IFN-γ production from SF iNKT cells was significantly lower than from matched PB samples (Fig. 6f). Although this could be due to an impaired antigen presentation, stimulation with PMA and ionomycin confirmed a reduced presence of IFN-γ producing iNKT cells in the SF compared to the blood (Fig. 6g). Together with the results obtained from SKG mice, these results are consistent with the hypothesis that active arthritis is correlated with a decreased ability to produce IFN-γ by iNKT cells or reduced NKT1 cells in joint tissue.

### Unimpaired response to cytokines from SKG iNKT cells

Consistent with the known dampening effect of the *Zap70*^*SKG*^ mutation on TCR-signaling, SKG thymic iNKT cells displayed a reduced response to TCR activation in vitro (Supplementary Fig. 3a). Additionally, we found that splenic SKG iNKT cells had reduced production of IFN-γ and IL-4 in response to αGC injection in vivo (Fig. 6h), although the decrease in IFN-γ producing SKG iNKT cells was much less drastic than for IL-4 (Fig. 6h). NKT1 cells also can undergo TCR-independent, cytokine-mediated activation, most efficiently in response to IL-12 plus IL-18 or to LPS^52^. Activated in this way, NKT1 cells produce IFN-γ, but not the mixed, Th0 pattern of IFN-γ plus IL-4, combined with other cytokines, that results from αGC injection into mice. We therefore compared the in vivo iNKT cell response to LPS in WT and SKG mice. LPS promoted an increased percentage of cells with intracellular IFN-γ from splenic iNKT cells of SKG mice compared to WT mice, likely reflective of the increased number of NKT1 cells (Fig. 6i). This difference was consistent with significantly increased serum levels of IFN-γ 6 h after LPS injection (Fig. 6j). No difference in IFN-γ production from *trans* activated NK cells, meaning NK cells that were activated as a result of iNKT cell stimulation, was observed between SKG and WT mice (Supplementary Fig. 9f). Furthermore, cultures of peripheral lymph node cells revealed that iNKT cells from pre-arthritic or arthritic SKG mice showed an enhanced IL-12-induced expression of IFN-γ by intracellular cytokine staining (Fig. 6k), despite having a less pronounced increase in NKT1 cells compared to thymus or spleen (Supplementary Fig. 9g, h). Together these results suggest that despite having reduced antigen sensitivity of their TCR, SKG iNKT cells showed an increased IFN-γ response to cytokine-mediated activation.

### iNKT cells suppress arthritis through IFNγ

IFN-γ is protective in several models of arthritis, including the SKG model^53,54^. Due to the enrichment of NKT1 cells in SKG mice, we therefore hypothesized that the arthritis-ameliorating effect provided by iNKT cells could be mediated through the production of IFN-γ. To evaluate this hypothesis, we activated iNKT cells from WT and *Ifng*^*−/−*^ *(*IFN-γ-KO) SKG mice using αGC on the same day as arthritis induction by mannan. Injection with αGC in WT mice caused a significant reduction in arthritis development when compared to PBS treated controls (Fig. 7a). However, αGC injection did not affect arthritis development in IFN-γ-KO SKG mice (Fig. 7b), despite the induction of other cytokines by αGC injection, suggesting that the protective effect provided by iNKT cells required IFN-γ.

**Fig. 7:**
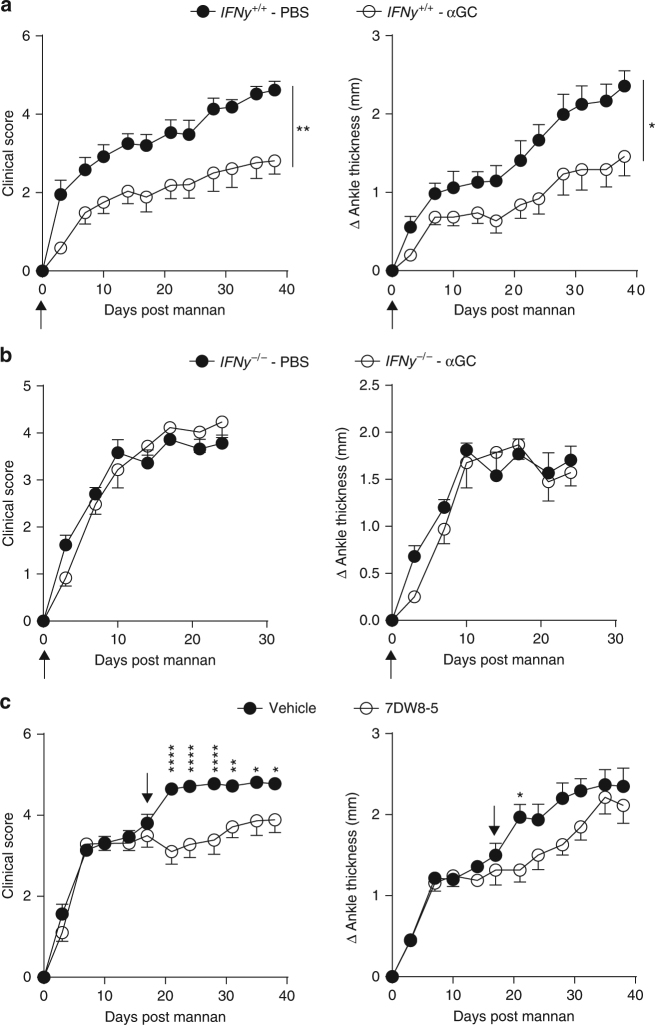
NKT1-biased activation suppresses progression of arthritis in SKG mice. **a** Clinical score (left panel) and change in ankle thickness (right panel) in WT (*Ifng*^*+/+*^) SKG mice with mannan-induced arthritis after treatment with either PBS (r.o, *n* = 6) or αGC (4 μg, r.o., *n* = 8) at the day of arthritis induction (indicated by arrow). (**b**) Clinical score (left panel) and change in ankle thickness (right panel) in IFN-γ-KO (*Ifng*^*−/−*^) SKG mice with mannan-induced arthritis after treatment with either PBS (r.o., *n* = 5) or αGC (4 μg, r.o., *n* = 6). αGC was injected as above. **c** Clinical score (left panel) and change in ankle thickness (right panel) in SKG mice with mannan-induced arthritis treated with either vehicle control (i.p. *n* = 8) or 7DW8-5 (4 μg, i.p., *n* = 8) 17 days after mannan injection (indicated by arrow). Compiled data from at least three independent experiments are shown. Graphs represents mean ± SEM. *p < 0.05, **p < 0.01 ***p < 0.001, ****p < 0.0001. (Mann–Whitney on the area under curve (**a**, **b**), Two-way ANOVA (**c**))

Although our results indicate that activation of IFN-γ production by iNKT cells might provide a therapeutic regimen for RA, injection of αGC into SKG mice with established arthritis did not reduce disease (Supplementary Fig. 10a). αGC is a very potent antigen for iNKT cells, but we reasoned that due to its activation of many cytokines, the relative paucity of NKT1 cells in the joints when arthritis is established, or the poor TCR signaling by SKG iNKT cells, that this antigen might result in insufficient IFN-γ production. The glycolipid antigen 7DW8-5, with a *para*-fluoro-phenyl modification of the αGC sphingosine base, has previously been described to elicit an even stronger Th1-biased response than αGC^55^. Treatment with 7DW8-5 on the day of mannan injection also prevented the development of arthritis in SKG mice (Supplementary Fig. 10b). Importantly, therapeutic treatment of arthritic SKG mice with 7DW8-5 significantly reduced the progression of arthritis (Fig. 7c).

## Discussion

We have shown that decreased TCR signal strength due to Zap70 mutations affected the number of thymus iNKT cells, and more strikingly, led to a predominance of NKT1 cells. Furthermore, we demonstrated that the IFN-γ induced by iNKT cell activation protected from severe arthritis in ZAP70 mutant mice, although the representation of potentially protective NKT1 cells diminished in the ankles as disease progressed. Therefore, our data show that a central immune defect, an alteration in thymic selection due to reduced TCR signal strength, led not only to arthritogenic Th17 cells, as reported previously^9,10^, but also to an increased NKT1 population that ameliorated the most severe form of disease.

On account of their limited TCR repertoire, it is surprising that thymic iNKT cells can differentiate into functional subsets. Differences in TCR signal strength could be an influence on iNKT cell subset formation, however, considering the diversity of iNKT cell β chains and other factors that might affect TCR avidity for selecting ligands. Here we have analyzed the broad iNKT cell population and show that TCR signal strength does influence iNKT cell subsets. Although iNKT cells are agonist selected, NKT1 cells were favored when TCR signaling was lessened due to a hypo-functional ZAP70 protein. Moreover, using FTOC, we have shown that catalytic inhibition of ZAP70 after culture initiation reduced the high expression of PLZF and characteristic NKT2 cell surface proteins in iNKT cells, whereas expression of proteins characteristic of NKT1 cells was spared. These results indicated that continuing strong TCR signals were required for the maintenance of high amounts of PLZF, whereas NKT1 cell differentiation withstood the lower TCR signals. Given that Egr2 can directly bind to the *Il2rb* locus encoding CD122^16^, we speculate that the TCR signal strength in SKG mice was sufficient to increase the required amount of CD122 in differentiating and expanding populations of NKT1 cells, but not enough to maintain the high expression of PLZF critical for NKT2 and NKT17 cell development. We note that TCR signal strength is not the only influence on iNKT cell subsets, and it is well established that cytokines are also important, such as the IL-17RB subunit of the IL-25 receptor for NKT2 cells and IL-15 signaling for NKT1 cells.

Our conclusion regarding the reduced requirement for TCR signal strength for NKT1 cells is consistent with a recent study that used retrogenic mice to assess the effect of expression of a single TCRβ chain on iNKT cell subsets. Expression of a TCRβ chain that imparted an increased TCR half-life for binding to αGC tetramers and increased conjugate formation with CD1d^+^ thymocytes, correlated with an increase in NKT2 cells^56^. However, only a few engineered TCRs were sampled and the in vitro binding assays may not reflect the in vivo interactions between endogenous ligands and iNKT cell precursors. Another group reported that expression of CD5 and the Nurr77 reporter for TCR activation both were increased in NKT2 cells^36^, but the data did not distinguish if this was a requirement for the NKT2 cell population, or a result of their tonic stimulation after differentiation. We also detected a higher *Nur77*^*gfp*^ reporter signal from NKT2-like cells in FTOC compared to NKT1-like cells, however, stage 0 iNKT cells had a much higher reporter signal. These data suggest that the highest TCR signals were achieved during the initial positive selection of iNKT cells, but also are consistent with our evidence that stronger signals are required by NKT2 as opposed to NKT1 cells throughout their differentiation and expansion.

We found that iNKT cells from SKG mice protected from severe, mannan-accelerated disease, and that the protection imparted by prophylactic αGC injection required IFNγ. Additionally, the 7DW8-5 antigen, previously reported to induce an even more IFNγ-skewed response than αGC, exhibited therapeutic potency, in contrast to αGC. Arthritis in SKG mice is due to autoreactive T cells that produce IL-17, and therefore, our data are consistent with other findings indicating that high levels of IFN-γ can suppress IL-17 secretion and that IFN-γ is protective in arthritis models^53,54^. The protective IFN-γ induced by iNKT cell stimulation need not be entirely from iNKT cells, as NK cells and other cells can be induced to produce IFN-γ downstream of iNKT cell activation.

Despite their ability to prevent severe arthritis, iNKT cells from SKG mice were less responsive than WT cells to antigenic stimulation. The transcriptomic analysis indicated that SKG NKT1 cells may have adapted during differentiation to decreased TCR signaling, including a reduction in the expression of inhibitory receptors and molecules transducing inhibitory signals. The decrease in inhibitory signaling may be responsible for the increased IFN-γ response SKG iNKT cells show to TCR-independent inflammatory signals, such as exposure to LPS or IL-12. The adaptation of SKG thymic iNKT cells to reduced TCR signals is indicative of the broad effects on T cell selection in SKG mice, including changes in the TCR repertoire due to increased secondary rearrangements to distal *Traj* segments. Therefore, we propose that the increased number of NKT1 cells in SKG mice, their reduction in inhibitory receptors, and their enhanced response to inflammatory cytokine signals, may have allowed them to compensate for their partially impaired TCR signaling in protecting these mice from severe arthritis.

In previous studies using collagen-induced arthritis (CIA), iNKT-deficient mice developed ameliorated rather than enhanced disease^57^. It is known that CIA relies on immunization and generation of antigen-specific antibodies for disease pathogenesis. iNKT cells are a significant inducer of humoral responses in several contexts^58,59^, therefore, the reduced development of CIA in iNKT-deficient mice could be due to an impaired induction of autoantibody production. In adjuvant induced arthritis, however, regulatory B cell–iNKT cell interactions ameliorated disease through stimulation of IFN-γ^60^. The etiology and immunopathological mechanism are entirely different in SKG mice, in which autoimmune T cells resulting from defective thymic selection drive disease^9^. Different mouse models of RA, including CIA and SKG, may recapitulate different aspects of RA pathogenesis that can variably dominate disease development among patients^61^. Thus, the above-mentioned differences between CIA and SKG also suggest that the protective role of iNKT cells in RA might be more prominent in specific patient subsets.

In the absence of immunization with exogenous antigen, the activity of iNKT cells did not completely prevent arthritis. As disease progressed, Th17-driven immune responses increased in SKG mice and NKT17 cells became more prevalent in the ankle at the expense of NKT1 cells. It is not known if this dynamic change is caused by cell recruitment or the ability of NKT1 cells to become NKT17 cells, nor is it known if the NKT17 cells make an important contribution to pathogenesis. Regardless, this change clearly reflects a diminution of iNKT cell protective capacity. We observed a capacity for IFN-γ production from iNKT cells from the synovial fluid of RA patients, but interestingly, this was reduced compared to iNKT cells from PB of the same patients. Large scale studies will be required, however, to determine if the prevalence of iNKT cells capable of producing IFN-γ in synovial fluid or joint tissue correlates with disease severity in patients. Nevertheless, the ability of circulating iNKT cells from patients to produce this cytokine, and the therapeutic effect of an antigen inducing the highest amount of IFN-γ in mice, suggest that boosting IFN-γ from iNKT cells, or from other innate-like T cells such as MAIT cells, could have therapeutic benefit.

In conclusion, our study highlights how thymic maturation of T cells influences the effector functions of various T cell populations, including innate-like T cells, which orchestrate complex immune responses. The study also shows how the severity of an inflammatory disease process can be influenced by thymic selection. Therefore, understanding the mechanism of T cell differentiation could have important implications for designing therapeutic interventions in human disease.

## Methods

### Mice

SKG mice were obtained from S. Sakaguchi (Osaka University). For comparisons between WT and SKG, BALB/cJ mice from Jackson Laboratories (Jax 000651) were crossed with SKG mice to generate an F1. WT and SKG from F2 offspring were bred separately to generate WT and SKG F3, which were used in this study. ZAP70AS mice were obtained from A. Weiss (UCSF), and the WT controls and AS mice used in this study were the F3 offspring from backcrossing ZAP70AS to C57BL/6J (JAX 000664) as described above. BALB/c *Cd1d*^*−*/*−*^ (C.129S2-*Cd1*^*tm1Gru*^/J), BALB/c CD45.1 (CByJ.SJL(B6)-*Ptprc*^*a*^/J), and BALB/c *Ifng*^*−*/*−*^ (C.129S7(B6)-*Ifng*^*tm1Ts*^/J) mice were all obtained from Jackson Laboratories. BALB/c *Rag2*^*−/−*^ mice were purchased from Taconic. Mice were bred and housed at the La Jolla Institute for Allergy and Immunology (LJI) vivarium and the Altman Clinical and Translational Research Institute vivarium (ACTRI) at UCSD under specific pathogen free conditions (SPF). All experiments were conducted in accordance with the protocol approved by the Institutional Animal Care and Use Committees of LJI and UCSD.

### Flow cytometry and antibodies

Single-cell suspensions were prepared from thymus, spleens and lymph nodes. For isolation of synovial cells, joints (wrist and/or ankles) were collected, the tibia and digits removed and remaining pieces rinsed with RPMI1640 (Corning) to avoid bone marrow contamination. Joints were dissociated with Liberase TM (Roche) at 37 °C. Before antibody staining cells were pre-incubated with Fc block (BD Biosciences). CD1d-αGC tetramers were prepared in our laboratory as described previously^62^ and used at a dilution of 1:200. Staining for transcription factors was performed using reagents and protocols from the Transcription Factor (TF) Buffer Set (BD Biosciences). For intracellular cytokine staining, Cell Fixation/Permeabilization kit (BD Biosciences) was used. Proliferation of DP cells was examined using BD PharMingen BrdU Flow Kits. Briefly, 0.7 mg of BrdU solution (10 mg/ml) was injected i.p. into each mouse, and 20 h later, incorporation in thymocytes was examined following manufacturer’s protocol. Apoptosis of DP cells was examined using APC Annexin V (BD PharMingen) and supporting protocols. The complete list of other antibodies and reagents used is as follows: Live/Dead-Yellow (ThermoFisher), Fixable viability dye (ThermoFisher), anti-TCRβ (H57-597), anti-CD4 (RM4-5), anti-CD8α (53–6.7), anti-CD19 (6D5), anti-CD24 (M1/69), anti-CD44 (IM7) and anti-NK1.1 (PK136), anti-CXCR3 (CXCR3-173), anti-CD49A (Ha31/8), anti-CD122(TM-beta1), anti-CD5(53–7.3), anti-PD-1(29F.1A12), anti-ICOS (C398.4A), anti-CD1d(1B1), anti-CD69(H1.2F3), anti-Sdc-1(281–2), anti-CD160(eBioCNX46-3), anti-Tigit(GIGD7), anti-NKG2A/C/E(20d5) anti-IFN-γ (XMG1.2), anti-IL-4 (BVD6-24G2), anti-IL-17A (TC11-18H10.1 and eBio17B17), anti-PLZF (R17-809), anti-T-bet (O4-46), anti-RORγt (Q31-378 or B2D), anti-Eomes (Dan11mag), anti-Egr2 (erongr2), anti-Ly49G2 (4D11). Stained samples were analyzed using either LSRII or Fortessa flow cytometers (BD Biosciences) or a ZE5 (Bio-Rad) flow cytometer and FlowJo software (Treestar).

### In vitro and in vivo cytokine production

For in vitro αGC stimulation, purified CD1d protein was used to coat microwells at 10 μg/ml in PBS at 37 °C for 1 h, then the plate was washed with T cell culture medium TCM (RPMI medium supplemented with 10% (vol/vol) FBS, 50 μM β-mercaptoethanol, 50 μg/ml penicillin/streptomycin/glutamine mix, 10 mM Hepes, 1× MEM nonessential amino acids, 1 mM sodium pyruvate). Thymocytes were enriched for iNKT cells by negative selection of CD8β^+^ CD62L^+^ cells. The remaining cells were suspended at 10^8^/ml, incubated with 1 μg/ml of Streptavidin A (Sigma-Aldrich) and washed once with TCM. Enriched thymocytes were added to the CD1d coated wells at 2 × 10^6^/ml with αGC at 0.5 μg/ml. Cells were incubated for 4 h at 37 °C with Brefeldin A (Sigma-Aldrich) added for the final 2 h. For in vitro stimulation with PMA and ionomycin, thymocytes were enriched as above and incubated with PMA (phorbol 12-myristate 13-acetate; 50 ng/ml) and ionomycin (1.5 μM) for 4 h with Brefeldin A (Sigma-Aldrich) added for the final 2 h, and intracellular cytokines were analyzed by flow cytometry. For in vivo stimulation of iNKT cells, mice were injected i.v. with 1 μg αGC (α-galactosylceramide or KRN7000, Kirin Hakko Kirin California) and spleens were analyzed 1.5 h later. For in vivo LPS challenge, mice were injected i.v. with 50 μg lipopolysaccharide (LPS) from *Salmonella enterica* (Sigma-Aldrich) and spleens were analyzed at 2, 4, and 6 h after injection.

Synovial cells and cells isolated from joint-draining lymph nodes (brachial, axillary and popliteal) from arthritic SKG mice were activated in vitro with PMA and ionomycin as described above.

For in vitro IL-12 stimulation, single-cell suspensions were prepared from pooled lymph nodes (brachial, axillary, inguinal, and popliteal) from WT, SKG, and SKG mice with mannan-induced arthritis. Cells (5 × 10^6^/ml) were stimulated for 48 h with 20 ng/ml recombinant mouse IL-12 (R&D Systems) and Brefeldin A was added for the last 7 h of stimulation.

### Mixed bone marrow chimeras

Total bone marrow cells were prepared from the femurs and tibias of wild-type BALB/c (CD45.1^+^) or SKG (CD45.2^+^) donor mice, and samples were depleted of mature T cells with anti-Thy1.2 (30-H12; BD). Recipient F1 mice (CD45.1^+^CD45.2^+^) were pretreated with sulfatrim in drinking water 3 days prior, lethally irradiated (900 rads) and received 10 × 10^6^ T cell-depleted bone marrow cells. Chimeras were maintained on drinking water with sulfatrim and analyzed 6 weeks after transplantation.

### Calcium flux assay

As described^63^, thymocytes from WT mice were labeled with CFSE (20 nM) in PBS for 10’ at 37 °C, washed and mixed with thymocytes from SKG mice(CSFE^*−*^) at 1:1 ratio. Cells were then loaded with Indo-1 AM (ThermoFisher) 2 uM with 4 μM probenecid (ThermoFisher) in RPMI with 1%FBS. After washing, cells were stained with antibodies against CD4 and CD8α as well as biotinylated anti-CD3ε antibodies (10 μg/ml, 145-2C11; Biolegend) on ice. The cells were stimulated by streptavidin crosslinking in PBS and calcium flux was initiated after addition of CaCl_2_(5 mM). The mean fluorescence ratio of Indo-1 violet to Indo-1 blue was calculated using FlowJo software (Tree Star, Inc).

### Thymic organ culture

Timed breedings were set up and thymic lobes were harvested from e18.5 embryos or d0 mice. Lobes were cultured on cell culture inserts with a 0.4 μm pore in 6-well culture dishes (Sigma #CLS3450) on top of 1.5 ml complete DMEM supplemented with 10% FBS, 50 μM β-mercaptoethanol, 50 μg/ml penicillin/streptomycin/glutamine mix, 10 mM Hepes, 1× MEM nonessential amino acids and 1 mM sodium pyruvate. Media containing DMSO or various concentrations of 3-MB-PP1 was exchanged daily until thymic lobes were dissociated into single-cell suspensions for staining with antibodies for flow cytometric analysis.

### Compounds

3-MB-PP1 (3-methylbenzyl-pyrazolopyrimidine) was purchased from Millipore (#529582). 7DW8-5 [(2S,3S,4R)-1-O-(α-D-galactopyranosyl)-N-(11-(4-fluorophenyl)undecanoyl)-2-amino-1,3,4-octadecanetriol)] was purchased from Diagnocine (#7DW8-5).

### Isolation of iNKT cell subsets and pre-selection DP cells

For RNA isolation of thymic iNKT cell subsets, as described previously^12^, thymocytes from WT and SKG mice were enriched for iNKT cells and stained with Live/dead-yellow dye and antibodies against other surface markers. iNKT subsets were sorted using a FACSAria Fusion (BD Biosciences) as in Supplementary Fig. 6: NKT1, CD1d-αGCtetramer^+^ICOS^lo^CD49a^+^; NKT2, CD1d-αGCtetramer^+^CD49^*−*^Sdc-1^*−*^ICOS^hi^CD4^hi^TCRβ^hi^; NKT17, CD1d-αGCtetramer^+^CD49^*−*^ICOS^hi^Sdc-1^+^. Pre-selection DP cells were sorted as CD4^+^CD8α^+^TCRβ^*−*^CD69^*−*^CD5^*−*^ from un-enriched thymocytes.

### RNA-sequencing

Sorted cells were lysed in Trizol LS (ThermoFisher), RNA was prepared using miRNeasy micro kit from Qiagen and quantified as described previously^64^. Adapted from the Smart-seq2 protocol^65^, an oligo-based capture of Poly-A tailed mRNA was carried out followed by a high-fidelity reverse transcription using locked nucleic acids (LNA)-oligos to obtain full-length transcripts. mRNA complementary (c)DNA strands were then amplified using a PCR-based method and sequencing adaptors incorporated into the cDNA fragments in a single step using Tn5 transposase technology (Nextera XT reagents and barcoded adaptors kits). Libraries were sequenced on the HiSeq2500 Illumina platform to obtain 50-bp single-end reads (TruSeq^®^ Rapid Kit, Illumina).

### RNA-seq analysis

The single-end reads that passed Illumina filters were filtered for reads aligning to tRNA, rRNA, adapter sequences, and spike-in controls. The reads were then aligned to UCSC mm9 reference genome using TopHat (v 1.4.1). DUST scores were calculated with PRINSEQ Lite (v 0.20.3) and low-complexity reads (DUST > 4) were removed from the BAM files. The alignment results were parsed via the SAMtools to generate SAM files. Read counts to each genomic feature were obtained with the htseq-count program (v 0.6.0) using the “union” option. After removing absent features (zero counts in all samples), the raw counts were then imported to R/Bioconductor package DESeq2 to identify differentially expressed genes among samples. DESeq2 normalizes counts by dividing each column of the count table (samples) by the size factor of this column. The size factor is calculated by dividing the samples by geometric means of the genes. This brings the count values to a common scale suitable for comparison. *p*-values for differential expression are calculated using binomial test for differences between the base means of two conditions. These *p*-values are then adjusted for multiple test correction using the Benjamini Hochberg algorithm to control the false discovery rate. We considered genes differentially expressed between two groups of samples when the DESeq2 analysis resulted in an adjusted *p*-value of <0.1 and the fold change in gene expression was 1.5-fold.

### Gene set enrichment analysis

The TCR pathway-related gene set was converted to .gmx format. Log to the base 10 of *p* values for all genes were calculated and the sign was changed when there was a negative logfoldchange. These data were used to create the .rnk file. Both gene_sets.gmx and DE.rnk files were loaded in the GSEA GUI and the following parameters were set before running GSEA on a Pre-Ranked gene list (other parameters have default settings): Collapse data set to gene symbols: set as false; Enrichment statistic: classic

### Heatmaps, PCA, and MA plots

A row-scaled heatmap of log-transformed RPKM values was created with the heatmap.2 function in the gplots v3.0.1 library under R v3.4.2. Hierarchical clustering of samples was done with the ‘hclust’ function using average linkage. In order to show the expression level of NK receptors in iNKT cells (Fig. 4c), an unscaled heatmap of log-transformed RPKM values was created as above. The genes were arranged in a decreasing order of the average expression level in WT NKT1 samples. PCA was performed using the 'prcomp' function in R, setting the 'scale' parameter to TRUE. (Shiny PCA Maker: https://github.com/LJI-Bioinformatics/Shiny-PCA-Maker). The MA plots were created with ggplot function in the package ggplot2 v2.2.1 under R v3.4.2. We plotted log2 of baseMean and shrunken log2foldchange (both calculated via DESeq2) on the *x* and *y* axis, respectively. A fold change cutoff of 1.5 and p-value cut off of 0.1 was applied to color code differentially expressed genes on the plot. The gene names were added using function geom_text_repel in the library ggrepel v0.7.0.

### TCR sequencing

Pre-selection DP cells from WT or SKG mice were sorted and RNA was extracted as above. cDNA was prepared from RNA with SuperScript III (ThermoFisher). PCR was performed for amplification of the *Trav9*, *Trav11*, and *Trav19* gene segments with specific forward primers for each Vα region (each with an Illumina adaptor sequence on the 5’ end: *Trav9*, GCTGCAGCTGCTCCTCAAGT; *Trav11*, AACAGGACACAGGCAAAG; *Trav19*, GCTGACTGTTCAAGAGGGA) and a reverse primer for the α-chain constant region (also with an Illumina adaptor sequence on the 5’ end; GCACATTGATTTGGGAGTC). PCR products were purified and sequenced on a Miseq system with a MiSeq Reagent Kit v2-500 (Illumina). The paired-end FASTQ files were run through MIXCR v1.8.3 to get clonal sequences which were then primer trimmed using cutadapt version 1.13. These sequences were de-duplicated by removing exact matches. IMGT/HighV-QUEST v1.5.6 was used with default options to determine V and J regions and their usage in the clonal sequences. 

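Every sequence in the deposited lists carried a V and a J assignment and was classed as productive or unproductive. The target gene was listed for 98.9% of the WT and 98.4% of the SKG *Trav19* sequences and for 99.9% of the *Trav11* sequences of either genotype. Among sequences that listed the target gene, 55.5% were productive in the WT *Trav19* library (95% CI 55.4 to 55.7) and 64.5% in the SKG *Trav19* library (95% CI 64.4 to 64.7). For *Trav9d-3* the productive share was 61.0% in WT (95% CI 60.9 to 61.2) and 70.1% in SKG (95% CI 69.8 to 70.3). For *Trav11* it was 55.2% in WT (95% CI 55.0 to 55.4) and 55.6% in SKG (95% CI 55.5 to 55.8). More than 1 *Traj* gene was listed for at most 99 sequences of a library. All sequences in a list together made up between 33.8% of the range of sequence identifiers in the WT *Trav19* list and 62.4% in the WT *Trav9* list.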

Libraries greater than 500,000 sequences were split up and run through HighV-Quest separately. The file named "3_Nt-sequences.txt" was used from the output generated by HighV-Quest to process the results.

### Arthritis models

For mannan-induced arthritis in SKG mice, male and female mice were injected i. p. with 20 mg of mannan (Sigma-Aldrich), dissolved in sterile PBS at 8 weeks of age. Clinical scoring and measurement of ankle thickness using a digital caliper was performed twice weekly according to an established protocol^9^. Briefly, clinical signs of arthritis in front and hind paws were scored as follows: 0, no joint swelling; 0.1 per swollen finger joint (3 digits on front paw and 4 digits on hind paw); 0.5, mild swelling of wrist or ankle; 1.0, severe swelling of wrist or ankle. Scores for all fingers of forepaws and hind paws, wrists and ankles were combined for each mouse yielding a maximum score of 5.4, which was considered the clinical endpoint. All arthritis studies were performed on littermate mice. Mice reaching clinical endpoint scores were sacrificed according to ethical guidelines. Treatment regime and genotypes of mice were blinded to the researcher performing the clinical scoring of arthritis.

For treatment with αGC, mice were injected either on the day of mannan injection (day 0) by retro-orbital injection (r.o, 100 μl) or after establishment of arthritis (day 17) by intraperitoneal injection (i.p, 100 μl). αGC was reconstituted in dH20 to 200 μg/ml and diluted in PBS to 40 μg/ml before injection. PBS was used as control for αGC. For treatment with 7DW8-5 (Funakoshi Co. Ltd, Japan) mice were injected either on the day of mannan injection (day 0) by i.p injection (100 μl) or after establishment of arthritis (day 17) by i.p. injection (100 μl). 7DW8-5 was reconstituted in DMSO to 25 mg/ml and diluted in PBS to 40 μg/ml before injection (final concentration of DMSO <0.2%). PBS with equal concentration of DMSO (Vehicle) was used as control for 7DW8-5.

Depletion of iNKT cells in WT SKG mice was achieved through injection with anti-mouse monoclonal NKT14 antibody (200 μg) obtained from NKT Therapeutics. Mouse IgG2a isotype control (BioXcell) was used as recommended by NKT Therapeutics. The NKT14 antibody has previously been shown to selectively deplete iNKT cells^49,66^. iNKT cells were depleted 2 days before injection of mannan (day −2) and repeated at day 14 after mannan injection. Depletion of iNKT cells were verified by flow cytometric identification of TCRβ^+^CD1d-αGC tetramer^+^ cells in joint-draining lymph nodes.

### iNKT and CD4 T cell transfer to RAG2-KO mice

CD4 T cells were sorted by flow cytometry from the spleen and lymph nodes of female CD45.1 SKG mice and iNKT cells were sorted from the thymus of CD45.2 SKG mice. CD4 T cells (1 × 10^6^) were transferred either alone or in combination with iNKT cells (3 × 10^5^) to *Rag2*^*−/−*^ mice by r.o injection. One week after transfer mice were injected with 20 mg of mannan to induce development of arthritis. Clinical scoring of arthritis was performed in a blinded manner as described above.

### Histological assessment of arthritic joints

Hind paws were fixed in 10% neutral-buffered formalin, decalcified, and embedded in paraffin. Sections were prepared from tissue blocks by the LJI histology facility and stained with H&E and safranin-O/Fast Green/Hematoxylin (Sigma-Aldrich). Histopathological scoring for inflammation, bone erosion, and cartilage erosion was performed in a blinded manner as previously described^67^.

### Micro-CT

Ankles were place in 10% neutral-buffered formalin. After fixation, samples were transferred to 70% ethanol. Before scanning, bones were transferred to PBS for 48 h. Scanning was performed on a Skyscan1176 micro-CT (Bruker, Antwerp, Belgium) with a voxel size of 9 μm, at 50 kV/ 200 mA, with a 0.5 mm aluminum filter. Exposure time was 810 ms. The X-ray projections were obtained at 0.4° intervals with a scanning angular rotation of 180° and a combination of 4 average frames. The projection images were reconstructed into 3D images using NRECON software (Bruker) and CT-Analyzer (Bruker). Images were generated using the CT-VOX software (Bruker).

### Human iNKT cells

Paired synovial fluid (SF) and peripheral blood (PB) samples were obtained from eight patients with definitive rheumatoid arthritis (RA), fulfilling the EULAR/ACR2010 criteria (Supplementary Table 1). This study was approved by the local ethics committee of Ghent University Hospital (Belgium) and all patients gave written informed consent. Blood and SF samples were diluted in RPMI medium and mononuclear cells (MC) were isolated by density gradient centrifugation using histopaque®-1077 (Sigma-Aldrich). iNKT cells were defined as live CD3^+^CD19^*−*^ TCRVα24Jα18^+^TCRVβ11^+^ cells detected within the lymphocyte gate of PBMC and SFMC samples using the L/D stain 7-AAD (BD) and the following monoclonal antibodies: anti-human CD3 APC-eFluor780 (UCHT1), CD19 PERCP-Cy5.5 (HIB19), TCRVα24Jα18 PE (6B11, all from eBiosciences) and TCRVβ11 FITC (C21, Beckman Coulter). Samples were acquired on a FACS Canto II flow cytometer (BD) and analyzed by means of FlowJo 10.3 software (Treestar).

For evaluation of IFN-γ production by iNKT cells directly ex vivo, freshly isolated PBMC and SFMC were incubated for 4 h with phorbol 12-myristate 13-acetate (PMA, 25 ng/ml), calcium-ionomycin (CaI, 1 µg/ml; both from Sigma) and brefeldin A (BFA, 10 ng/ml; BD) or BFA alone (negative control). Cells were prepared for intracellular cytokine staining as described before^68^ using the Cytofix/Cytoperm kit (BD), L/D Fixable Violet Dead Cell Stain Kit (ThermoFisher) and anti-human IFN-γ PERCP-Cy5.5 mAb (45.B3, eBioscience).

In separate experiments, 3 × 10^6^ PBMC and SFMC were incubated for 48 h with αGC (100 ng/ml; Laboratory for Medicinal Chemistry, Ghent University) and IFN-γ levels were measured in supernatants of PB and SF cell cultures by means of ELISA (eBioscience).

### Statistics

Sample sizes were selected based upon our experience with the above-mentioned assays in order to achieve sufficient power to detect biologically relevant differences in the experiments being conducted with an α error (two tailed) <0.05.

For statistical analysis, a 2-tailed Mann–Whitney test was performed on non-parametric data. On normal distributed data 2-tailed unpaired *t* test, one way ANOVA or paired *t* test were performed as reported in the figure legends. Spearman test was used for calculation of correlations. All statistical analyses were performed using GraphPad Prism software. A comparison was considered significant if *p* < 0.05.

### Data availability

RNA-seq data in this study have been deposited in GEO with the accession codes GSE114555 and TCR-seq data have been deposited have been deposited in GEO with the accession codes GSE114595. Other data that support the findings of this study are available from the corresponding authors upon reasonable request.

## Electronic supplementary material

Supplementary Information

Peer Review File

## References

[1] Kronenberg M (2005). Toward an understanding of NKT cell biology: progress and paradoxes. Annu. Rev. Immunol..

[2] Brossay L (1998). CD1d-mediated recognition of an alpha-galactosylceramide by natural killer T cells is highly conserved through mammalian evolution. J. Exp. Med..

[3] Matsuda JL (2000). Tracking the response of natural killer T cells to a glycolipid antigen using CD1d tetramers. J. Exp. Med..

[4] Leite-De-Moraes MC (1999). A distinct IL-18-induced pathway to fully activate NK T lymphocytes independently from TCR engagement. J. Immunol..

[5] Leite-De-Moraes MC (1998). IL-4-producing NK T cells are biased towards IFN-gamma production by IL-12. Influence of the microenvironment on the functional capacities of NK T cells. Eur. J. Immunol..

[6] Novak J, Lehuen A (2011). Mechanism of regulation of autoimmunity by iNKT cells. Cytokine.

[7] Drennan MB, Aspeslagh S, Elewaut D (2010). Invariant natural killer T cells in rheumatic disease: a joint dilemma. Nat. Rev. Rheumatol..

[8] Engel I, Kronenberg M (2014). Transcriptional control of the development and function of Valpha14i NKT cells. Curr. Top. Microbiol. Immunol..

[9] Sakaguchi N (2003). Altered thymic T-cell selection due to a mutation of the ZAP-70 gene causes autoimmune arthritis in mice. Nature.

[10] Hashimoto M (2010). Complement drives Th17 cell differentiation and triggers autoimmune arthritis. J. Exp. Med..

[11] Au-Yeung BB (2010). A genetically selective inhibitor demonstrates a function for the kinase Zap70 in regulatory T cells independent of its catalytic activity. Nat. Immunol..

[12] Engel I (2016). Innate-like functions of natural killer T cell subsets result from highly divergent gene programs. Nat. Immunol..

[13] Georgiev H, Ravens I, Benarafa C, Forster R, Bernhardt G (2016). Distinct gene expression patterns correlate with developmental and functional traits of iNKT subsets. Nat. Commun..

[14] Sivakumar V, Hammond KJ, Howells N, Pfeffer K, Weih F (2003). Differential requirement for Rel/nuclear factor kappa B family members in natural killer T cell development. J. Exp. Med..

[15] Stanic AK (2004). Cutting edge: the ontogeny and function of Va14Ja18 natural T lymphocytes require signal processing by protein kinase C theta and NF-kappa B. J. Immunol..

[16] Seiler MP (2012). Elevated and sustained expression of the transcription factors Egr1 and Egr2 controls NKT lineage differentiation in response to TCR signaling. Nat. Immunol..

[17] Hutloff A (1999). ICOS is an inducible T-cell co-stimulator structurally and functionally related to CD28. Nature.

[18] Wherry EJ, Kurachi M (2015). Molecular and cellular insights into T cell exhaustion. Nat. Rev. Immunol..

[19] Azzam HS (1998). CD5 expression is developmentally regulated by T cell receptor (TCR) signals and TCR avidity. J. Exp. Med..

[20] Bottini N, Peterson EJ (2014). Tyrosine phosphatase PTPN22: multifunctional regulator of immune signaling, development, and disease. Annu. Rev. Immunol..

[21] Davidson D (2016). The Csk-associated adaptor PAG inhibits effector T cell activation in cooperation with phosphatase PTPN22 and Dok adaptors. Cell Rep..

[22] Martinez RJ, Morris AB, Neeld DK, Evavold BD (2016). Targeted loss of SHP1 in murine thymocytes dampens TCR signaling late in selection. Eur. J. Immunol..

[23] Zikherman J (2010). CD45-Csk phosphatase-kinase titration uncouples basal and inducible T cell receptor signaling during thymic development. Immunity.

[24] Zhu M (2006). Negative regulation of T cell activation and autoimmunity by the transmembrane adaptor protein LAB. Immunity.

[25] Newman TN (2014). Members of the novel UBASH3/STS/TULA family of cellular regulators suppress T-cell-driven inflammatory responses in vivo. Immunol. Cell Biol..

[26] San Luis B, Sondgeroth B, Nassar N, Carpino N (2011). Sts-2 is a phosphatase that negatively regulates zeta-associated protein (ZAP)-70 and T cell receptor signaling pathways. J. Biol. Chem..

[27] D'Cruz LM, Knell J, Fujimoto JK, Goldrath AW (2010). An essential role for the transcription factor HEB in thymocyte survival, Tcra rearrangement and the development of natural killer T cells. Nat. Immunol..

[28] Henao-Mejia J (2013). The microRNA miR-181 is a critical cellular metabolic rheostat essential for NKT cell ontogenesis and lymphocyte development and homeostasis. Immunity.

[29] Genolet R, Stevenson BJ, Farinelli L, Osteras M, Luescher IF (2012). Highly diverse TCRalpha chain repertoire of pre-immune CD8(+) T cells reveals new insights in gene recombination. EMBO J..

[30] Weinreich MA, Odumade OA, Jameson SC, Hogquist KA (2010). T cells expressing the transcription factor PLZF regulate the development of memory-like CD8+ T cells. Nat. Immunol..

[31] Anderson G, Jenkinson EJ (2007). Fetal thymus organ culture. CSH Protoc..

[32] Godfrey DI (1994). IL-12 influences intrathymic T cell development. J. Immunol..

[33] Pellicci DG (2003). Intrathymic NKT cell development is blocked by the presence of alpha-galactosylceramide. Eur. J. Immunol..

[34] Pellicci DG (2002). A natural killer T (NKT) cell developmental pathway iInvolving a thymus-dependent NK1.1(-)CD4(+) CD1d-dependent precursor stage. J. Exp. Med..

[35] Mason LH (1997). Differential tyrosine phosphorylation of inhibitory versus activating Ly-49 receptor proteins and their recruitment of SHP-1 phosphatase. J. Immunol..

[36] Lee YJ, Holzapfel KL, Zhu J, Jameson SC, Hogquist KA (2013). Steady-state production of IL-4 modulates immunity in mouse strains and is determined by lineage diversity of iNKT cells. Nat. Immunol..

[37] Levin SE, Zhang C, Kadlecek TA, Shokat KM, Weiss A (2008). Inhibition of ZAP-70 kinase activity via an analog-sensitive allele blocks T cell receptor and CD28 superagonist signaling. J. Biol. Chem..

[38] Au-Yeung BB (2014). Quantitative and temporal requirements revealed for Zap70 catalytic activity during T cell development. Nat. Immunol..

[39] Matsuda JL (2006). T-bet concomitantly controls migration, survival, and effector functions during the development of Valpha14i NKT cells. Blood.

[40] Watarai H (2012). Development and function of invariant natural killer T cells producing T(h)2- and T(h)17-cytokines. PLoS Biol..

[41] Benlagha K, Kyin T, Beavis A, Teyton L, Bendelac A (2002). A thymic precursor to the NK T cell lineage. Science.

[42] Wei DG (2005). Expansion and long-range differentiation of the NKT cell lineage in mice expressing CD1d exclusively on cortical thymocytes. J. Exp. Med..

[43] McNab FW (2005). The influence of CD1d in postselection NKT cell maturation and homeostasis. J. Immunol..

[44] Zimmer MI (2006). A cell-type specific CD1d expression program modulates invariant NKT cell development and function. J. Immunol..

[45] Akbulut S (2010). Sprouty proteins inhibit receptor-mediated activation of phosphatidylinositol-specific phospholipase C. Mol. Biol. Cell..

[46] Mason JM, Morrison DJ, Basson MA, Licht JD (2006). Sprouty proteins: multifaceted negative-feedback regulators of receptor tyrosine kinase signaling. Trends Cell Biol..

[47] Chiu YL (2014). Sprouty-2 regulates HIV-specific T cell polyfunctionality. J. Clin. Invest..

[48] Yamamoto K, Yamaguchi M, Miyasaka N, Miura O (2003). SOCS-3 inhibits IL-12-induced STAT4 activation by binding through its SH2 domain to the STAT4 docking site in the IL-12 receptor beta2 subunit. Biochem. Biophys. Res. Commun..

[49] Scheuplein F (2013). A humanized monoclonal antibody specific for invariant Natural Killer T (iNKT) cells for in vivo depletion. PLoS ONE.

[50] Linsen L (2005). Peripheral blood but not synovial fluid natural killer T cells are biased towards a Th1-like phenotype in rheumatoid arthritis. Arthritis Res. Ther..

[51] Lee WY (2014). Invariant natural killer T cells act as an extravascular cytotoxic barrier for joint-invading Lyme Borrelia. Proc. Natl Acad. Sci. USA.

[52] Nagarajan NA, Kronenberg M (2007). Invariant NKT cells amplify the innate immune response to lipopolysaccharide. J. Immunol..

[53] Chu CQ, Swart D, Alcorn D, Tocker J, Elkon KB (2007). Interferon-gamma regulates susceptibility to collagen-induced arthritis through suppression of interleukin-17. Arthritis Rheum..

[54] Hirota K (2007). T cell self-reactivity forms a cytokine milieu for spontaneous development of IL-17+ Th cells that cause autoimmune arthritis. J. Exp. Med.

[55] Li X (2010). Design of a potent CD1d-binding NKT cell ligand as a vaccine adjuvant. Proc. Natl Acad. Sci. USA.

[56] Cruz Tleugabulova M (2016). Discrete TCR binding kinetics control invariant NKT cell selection and central priming. J. Immunol..

[57] Jung S (2009). Natural killer T cells promote collagen-induced arthritis in DBA/1 mice. Biochem. Biophys. Res. Commun..

[58] Cerundolo V, Silk JD, Masri SH, Salio M (2009). Harnessing invariant NKT cells in vaccination strategies. Nat. Rev. Immunol..

[59] Gaya M (2018). Initiation of antiviral B cell immunity relies on innate signals from spatially positioned NKT cells. Cell.

[60] Oleinika K (2018). CD1d-dependent immune suppression mediated by regulatory B cells through modulations of iNKT cells. Nat. Commun..

[61] Kollias G (2011). Animal models for arthritis: innovative tools for prevention and treatment. Ann. Rheum. Dis..

[62] Sidobre S, Kronenberg M (2002). CD1 tetramers: a powerful tool for the analysis of glycolipid-reactive T cells. J. Immunol. Methods.

[63] Fu G, Gascoigne NR (2009). Multiplexed labeling of samples with cell tracking dyes facilitates rapid and accurate internally controlled calcium flux measurement by flow cytometry. J. Immunol. Methods.

[64] Seumois G (2012). An integrated nano-scale approach to profile miRNAs in limited clinical samples. Am. J. Clin. Exp. Immunol..

[65] Picelli S (2013). Smart-seq2 for sensitive full-length transcriptome profiling in single cells. Nat. Methods.

[66] Scheuplein F (2015). Mouse invariant monoclonal antibody NKT14: a novel tool to manipulate iNKT cell function in vivo. PLoS ONE.

[67] Guma M (2009). Caspase 1-independent activation of interleukin-1beta in neutrophil-predominant inflammation. Arthritis Rheum..

[68] Melis, L. et al. Senescence marker killer cell lectin-like receptor G1 [KLRG1] contributes to TNF-α production by interaction with its soluble E-cadherin ligand in chronically inflamed joints. *Ann. Rheum. Dis*. **73**, 1223–1231 (2014).10.1136/annrheumdis-2013-20388123740233

How the deposited data were processed for this re-analysis (not part of the article)

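*Traj* usage was measured in 6 libraries of *Trav* amplicons from pre-selection DP thymocytes, 1 library for each of 3 amplicons in WT BALB/c and in SKG mice. Samples were grouped by genotype and amplicon from the labels and the paper's methods. No RNA-seq, flow cytometry or arthritis data were analysed here.

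According to the paper's methods, the authors processed the read pairs with MiXCR to obtain clonal sequences, trimmed the primers with cutadapt, removed exact duplicates, and assigned V and J regions with IMGT/HighV-QUEST under default options, splitting large libraries for that step. The deposited lists give an identifier, a functionality class, a V assignment and a J assignment for each sequence. The identifiers are whole numbers that name sequences and measure nothing. The removal of exact duplicates evens out abundant rearrangements, and it would keep any sequences of the same rearrangement that differ by an error. A share of sequences is therefore neither a share of reads nor a share of cells.

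From these lists, sequences were counted per *Traj* segment. The main setting kept productive sequences whose V assignment listed the target gene (*Trav19*, *Trav9d-3*, and *Trav11* or *Trav11d*) and that listed a single *Traj* gene. For the *Trav11-Traj18* join, sequences of every functionality class were used, because the paper gives that share of total reads. Segments 1 to 30 were distal and segments 31 to 61 proximal. After these filters, between 103662 (SKG *Trav9d-3*) and 252048 (SKG *Trav19*) productive sequences remained per library, so the smallest share that 3 sequences can show lay between 0.00119% and 0.00289%. Shares have 95% Wilson intervals, and these intervals and floors cover counting error only.

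Distal shares were compared between libraries with two-sided Fisher's exact tests on numbers of sequences, and values of p below 1e-300 were set to that number. Mean *Traj* numbers were compared with permutation tests with 100000 resamples of sequences between the 2 libraries. Spearman's rho was computed across *Traj* segments with at least 10 sequences over both libraries, on the log2 ratio of shares with 0.5 added to each count. The segments named are *Traj18* in the *Trav11* libraries, the 3 segments with the most productive sequences in each library, and, for each amplicon, the 2 segments with the highest and the 2 with the lowest ratio of SKG to WT share among segments with at least 1% of productive sequences in either library. Because there was 1 library per genotype and amplicon, each test compares 2 libraries and not the genotypes.

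A factor for the spread between segments was estimated for each amplicon as Pearson's chi-square per degree of freedom of a logistic model of the productive share, with a term per segment and a term for the library, over segments with at least 50 sequences in each library. It measures by how much the variance between libraries exceeds binomial counting, and a real change of the productive share at single segments would enlarge it. Sequences of the same rearrangement in both functionality classes would make it too small for shares of *Traj* segments. Quasi-binomial comparisons multiplied the variance by this factor and used a normal approximation over sequences. The calculations were tested on simulated data. In 200 pairs of simulated libraries with a known difference of 6.96 percentage points in the distal share, the mean estimate was 6.95 points. In 200 pairs of libraries without a difference, each made of 2000 rearrangements of unequal size with a true variance inflation of 248.5 on average, the mean estimated factor was 238.0, Fisher's exact test passed the 0.05 threshold in 88.0% of pairs, and the scaled comparison passed it in 3.5%. All sequences of a simulated rearrangement shared the same functionality class, so these runs do not cover rearrangements with sequences in both classes.

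Primer sequences from the paper were matched exactly to chromosome 14 of NCBIM37, and annotation was taken from GENCODE. The RefSeq table of GRCm38.p6 was used for names and none of its coordinates were used. Calculations were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and figures were drawn with matplotlib 3.10.9.

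The alternatives tried were other functionality classes, other filters on the V assignment, the first-listed *Traj* gene, other boundaries of the distal region, and a higher minimum of sequences for Spearman's rho. Alternatives that need junctions or read counts were not run, and junction sequences were not analysed here.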

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

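The tests below were chosen after the results they bear on were seen, except the one that weights SKG segments by their WT use. In each comparison there was 1 library per genotype and amplicon.

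The share of productive sequences changed differently between the amplicons. It was higher in SKG than in WT by 8.98 percentage points for *Trav19* (standard error 1.08 with the scaled variance) and by 9.03 points for *Trav9d-3* (standard error 0.962), but by 0.435 points for *Trav11* (standard error 1.22). On the log odds scale the change for *Trav19* exceeded that for *Trav11* by 0.358, and the change for *Trav9d-3* exceeded it by 0.384. The paper's main text gives no productive share. If a few large groups of sequences from the same rearrangement had produced the contrast, it would fall within its error once the variance is scaled by the spread between segments. It did not, with adjusted p = 3.02e-07 for *Trav19* against *Trav11* and adjusted p = 3.66e-08 for *Trav9d-3* against *Trav11* (quasi-binomial comparisons, Benjamini-Hochberg over 6 comparisons). The shift in *Traj* use did not account for it either, because with each SKG segment weighted by its WT share 8.59 points remained for *Trav19* and 8.64 points for *Trav9d-3*. If the contrast followed the number of sequences, the change would be clearly larger for *Trav9d-3*, with a ratio of WT to SKG sequences of 1.796, than for *Trav19*, with a ratio of 1.08, but the changes differed by 0.0520 points. Of these 3 genes, *Trav11* had the lowest ratio, 0.908, as well as the lowest change. Over the 6 *Trav9* genes the change fell as the ratio rose (Spearman's rho -0.943, no p-value given since the genes share 2 libraries), down to *Trav9d-2* with the highest ratio of these genes, 3.63. Because the 6 genes share 2 libraries, their ratios differ only through the share of each gene. These ratios therefore cannot test an effect of the number of sequences in a library. Within the *Trav9* amplicon the productive share rose in 5 of 6 genes and fell by 2.44 points in *Trav9d-2*. No biological explanation was tested, and with 1 library per genotype and amplicon the contrast cannot be told apart from a difference between library batches.

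The distal share of genes that the *Trav9* primer amplified besides *Trav9d-3* was higher in SKG as well, in genes the paper's main text does not discuss. SKG minus WT was 8.68 percentage points for *Trav9-2* (from 29.1% to 37.8%), 3.22 points for *Trav9-3* (from 26.3% to 29.6%), 3.99 points for *Trav9-4* (from 15.2% to 19.2%), 5.08 points for *Trav9d-2* (from 57.2% to 62.2%) and 5.37 points for *Trav9d-4* (from 60.7% to 66.0%), over sequences that listed only that gene. With the variance scaled by the spread between the segments of each gene, the highest adjusted p of these 5 genes was 0.000781 (quasi-binomial comparisons, Benjamini-Hochberg over the 6 genes). Few independent rearrangements alone do not account for the differences if each falls in a single functionality class, which was not tested. The distal shares of the 6 genes in WT spanned 45.4 points, so their sequences were not fully mixed, but this range cannot exclude a partial exchange or one between genes of similar use, such as *Trav9d-2* and *Trav9d-3* (57.2% and 57.3%). The prediction written for an exchange, nearly equal shares in all genes, was not met, but it covers only full mixing, and this test was set to undecided after its result was seen. The genes come from the same 2 libraries and are not replicates of the genotypes. *Trav9-3* was not a named segment in the NCBIM37 annotation, and none of the 8 exact primer matches lay in it. The matches in *Trav9n-2*, *Trav9n-3* and *Trav9n-4* had no counterpart among the 6 genes. The gene assignments and the locus map therefore do not match fully. The distal share was higher in SKG in all 6 genes, but this does not argue against an exchange. Moving sequences between genes of unlike distal share can raise the share of both the giving and the receiving gene. An exchange on its own leaves the distal share of the whole amplicon unchanged. Over all productive sequences of the amplicon the distal share was 36.3% in WT and 41.0% in SKG. These 2 values argue against an exchange as the only source of the pattern. They cannot show whether an exchange carried part of a rise from gene to gene. With 1 library per genotype, the pattern cannot be told apart from a difference between library batches.

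The odds ratio of distal use in SKG against WT was larger for *Trav19* (1.76) than for *Trav11* (1.16) and *Trav9d-3* (1.26). The difference in log odds was 0.414 for *Trav19* against *Trav11* (quasi-binomial comparison, adjusted p = 0.00755) and -0.338 for *Trav9d-3* against *Trav19* (quasi-binomial comparison, adjusted p = 0.0203), which the scaled variance does not remove. It rests on the scale. In percentage points the change for *Trav19* was smaller than that for *Trav11* by an amount within the error (quasi-binomial comparison, p = 0.678), and the change for *Trav9d-3* exceeded that for *Trav19* within the error (quasi-binomial comparison, p = 0.0823). A larger effect on a *Trav* gene that rarely joins distal segments may therefore reflect the low WT share of 4.33% against which the odds are formed, and with 1 library per genotype a difference between library batches was not excluded.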

How the results depend on the processing

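The alternatives were set before the data were examined, except the scaled variance, alone or with another setting, and the removal of single segments, which were chosen after seeing the data.

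The higher distal share in SKG kept its direction and its side of the 0.05 threshold in Fisher's exact tests for all 3 *Trav* genes under the alternatives that were set beforehand and could be run. Over these settings the difference ranged from 1.60 percentage points (unproductive sequences) to 6.09 points (distal up to *Traj40*) for *Trav19*, from 2.66 points (unproductive sequences) to 5.53 points (only the target gene listed) for *Trav9d-3*, and from 3.01 points (distal up to *Traj20*) to 8.63 points (distal up to *Traj40*) for *Trav11*. With the segment that moved the value most left out, the difference was 3.92 points for *Trav19* without *Traj56*, 4.68 points for *Trav9d-3* without *Traj56* and 5.11 points for *Trav11* without *Traj32*. The fall of the mean *Traj* number also held, from -1.89 to -0.988 for *Trav19*, from -2.22 to -1.30 for *Trav9d-3* and from -2.32 to -1.69 for *Trav11*. The distal share of *Trav9d-3* minus that of *Trav19* lay between 31.3 and 58.8 points in WT and between 32.9 and 57.1 points in SKG.

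For the distal share, the threshold was missed only where the scaled variance was joined to another setting. The scaled variance alone left the main differences past the threshold. When unproductive sequences were used, it did so for *Trav19*, where the difference was 1.60 points (quasi-binomial comparison, p = 0.0455). It did not do so when unproductive sequences were used for the other 2 genes, where the difference was 2.66 points for *Trav9d-3* (quasi-binomial comparison, p = 0.130) and 3.22 points for *Trav11* (quasi-binomial comparison, p = 0.0788), or when segments 1 to 20 were counted as distal for *Trav11*, where the difference was 3.01 points (quasi-binomial comparison, p = 0.0587). Among the main differences, that of *Trav11* was the closest to its error (quasi-binomial comparison, p = 0.0210). This order rests on the boundary. With segments 1 to 40 counted as distal, the *Trav11* difference was 8.63 points and the furthest from its error. Quasi-binomial comparisons there gave p = 1.89e-09 for *Trav11*, p = 2.32e-07 for *Trav19* and p = 1.34e-05 for *Trav9d-3*. The number of sequences overstates the information in them: dividing the productive sequences by the factor for the spread gives the weight of 1744 independent WT sequences and 1937 independent SKG sequences for *Trav11*.

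The difference in the *Trav11-Traj18* share, -0.133 points over all sequences, changed sign among productive sequences, where it was 0.524 points and passed the threshold of Fisher's exact test. Among unproductive sequences it was -0.938 points and passed the threshold too. With the scaled variance both differences were within the error (quasi-binomial comparisons, p = 0.591 for productive and p = 0.411 for unproductive sequences). The cause was not tested. The other filters gave the same direction as the main setting, without passing the threshold.

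Among values without a test, 23 moved outside the interval of the main value. These include every distal share under another boundary and the rho of *Trav19* with at least 100 sequences per segment, which was -0.37.

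The alternatives that count distinct junctions, that weight sequences by a read or clone count, or that downsample the larger library before counting junctions were not run, because they need junctions or counts that were not analysed here. For the same reason the share of *Trav11-Traj18* sequences whose junction encodes the invariant chain has no value.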

Other observations

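Of the tests in this part, the one on the alleles was set before its result was seen and the others after.

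The higher distal *Traj* share in SKG than in WT was weighed against technical explanations. With few independent rearrangements, each in a single functionality class, the differences would fall within the error of the scaled variance. The scaled variance gave p = 4.81e-06 for *Trav19*, p = 7.81e-06 for *Trav9d-3* and p = 0.0210 for *Trav11* (quasi-binomial comparisons). Rearrangements with sequences in both classes would make the scaled variance too small, so these values do not exclude few rearrangements. If the share followed the number of sequences, the sign would turn for *Trav11*, whose SKG library was the larger one by a ratio of 1.10, but SKG minus WT was 3.80 points there as well. A strain difference in the *Traj* segments themselves was examined through the alleles listed. Of 10 segments with more than 1 allele, 0 had another most frequent allele in SKG than in WT. The paper describes BALB/c as the parental strain of SKG mice, so equal alleles were likely beforehand. The count covers only these segments and says nothing of the rest of the locus. An effect limited to productive sequences, as selection on the protein would give, would leave separate unproductive rearrangements without a difference. It could still reach unproductive sequences that are error copies of productive rearrangements, and such copies were not tested for. With the scaled variance the difference in unproductive sequences passed the threshold for *Trav19* (1.60 points, p = 0.0455, not adjusted for the 3 genes) but not for *Trav9d-3* (2.66 points, p = 0.130) or *Trav11* (3.22 points, p = 0.0788, quasi-binomial comparisons), so for these 2 genes the pattern cannot be told apart from such an effect. Because of possible error copies, the *Trav19* result does not exclude such an effect either. The productive difference exceeded the unproductive one for each *Trav* gene, but within the error (quasi-binomial comparisons, p = 0.161 for *Trav19*, p = 0.186 for *Trav9d-3* and p = 0.814 for *Trav11*). With 1 library per genotype and amplicon, the pattern cannot be told apart from a difference between library batches.

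*Traj* use within the *Trav9* amplicon differed by gene. In WT, the mean *Traj* number was 24.1 for *Trav9d-4*, 26.8 for *Trav9d-3*, 27.5 for *Trav9d-2*, 37.1 for *Trav9-2*, 37.6 for *Trav9-3* and 42.3 for *Trav9-4*, over sequences that listed only that gene. In SKG it was lower for each of these 6 genes, between 23.1 for *Trav9d-4* and 39.9 for *Trav9-4*. The genes of the upstream cluster (*Trav9d-2*, *Trav9d-3* and *Trav9d-4*) joined more distal segments than *Trav9-2* and *Trav9-4*, which lie nearer the *Traj* segments. Within the upstream cluster the order was the opposite of the order on the chromosome, where *Trav9d-4* lies nearest the *Traj* segments. The share of the amplicon's sequences that listed only *Trav9d-2* was 11.8% in WT and 6.98% in SKG.

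*Traj* use was uneven in the *Trav11* libraries. A total of 5 segments (*Traj45*, *Traj30*, *Traj22*, *Traj7* and *Traj5*) each held less than 0.05% of the productive sequences in both *Trav11* libraries, while each held at least 0.5% of the productive *Trav9d-3* sequences of either genotype. *Traj7*, for example, held 0 *Trav11* sequences of any class in either library, where 3 sequences would have been 0.00218% of the productive WT sequences, and 3.42% of the WT *Trav9d-3* sequences. *Traj45* held 1.296% of the WT *Trav9d-3* and 2.42% of the WT *Trav19* sequences, and in SKG *Trav11* it held 117 unproductive sequences. No explanation was tested.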
